# Sall4 and Myocd Empower Direct Cardiac Reprogramming From Adult Cardiac Fibroblasts After Injury

**DOI:** 10.3389/fcell.2021.608367

**Published:** 2021-02-26

**Authors:** Hong Zhao, Yi Zhang, Xiaochan Xu, Qiushi Sun, Chunyan Yang, Hao Wang, Junbo Yang, Yang Yang, Xiaochun Yang, Yi Liu, Yang Zhao

**Keywords:** myofibroblast, cardiac reprogramming, high efficiency, Sall4, Myocd, MICF

## Abstract

Direct conversion of fibroblasts into induced cardiomyocytes (iCMs) holds promising potential to generate functional cardiomyocytes for drug development and clinical applications, especially for direct *in situ* heart regeneration by delivery of reprogramming genes into adult cardiac fibroblasts in injured hearts. For a decade, many cocktails of transcription factors have been developed to generate iCMs from fibroblasts of different tissues *in vitro* and some were applied *in vivo*. Here, we aimed to develop genetic cocktails that induce cardiac reprogramming directly in cultured cardiac fibroblasts isolated from adult mice with myocardial infarction (MICFs), which could be more relevant to heart diseases. We found that the widely used genetic cocktail, Gata4, Mef2c, and Tbx5 (GMT) were inefficient in reprogramming cardiomyocytes from MICFs. In a whole well of a 12-well plate, less than 10 mCherry^+^ cells (<0.1%) were observed after 2 weeks of GMT infection with *Myh6*-reporter transgenic MICFs. By screening 22 candidate transcription factors predicted through analyzing the gene regulatory network of cardiac development, we found that five factors, GMTMS (GMT plus Myocd and Sall4), induced more iCMs expressing the cardiac structural proteins cTnT and cTnI at a frequency of about 22.5 ± 2.7% of the transduced MICFs at day 21 post infection. What is more, GMTMS induced abundant beating cardiomyocytes at day 28 post infection. Specifically, Myocd contributed mainly to inducing the expression of cardiac proteins, while Sall4 accounted for the induction of functional properties, such as contractility. RNA-seq analysis of the iCMs at day 28 post infection revealed that they were reprogrammed to adopt a cardiomyocyte-like gene expression profile. Overall, we show here that Sall4 and Myocd play important roles in cardiac reprogramming from MICFs, providing a cocktail of genetic factors that have potential for further applications in *in vivo* cardiac reprogramming.

## Introduction

Cardiovascular disease remains a leading cause of death worldwide, for which current therapeutic methods remain limited. As an attractive approach for heart regeneration, reprogramming fibroblasts into induced cardiomyocytes (iCMs) by the over-expression of transcription factors has been researched for a decade. Ectopic expression of Gata4, Mef2c, and Tbx5 (referred to as GMT), was first reported to initiate cardiac gene expression in mouse cardiac and tail-tip fibroblasts, which could be ultimately reprogrammed to a spontaneously contractile state, albeit at a low efficiency (Ieda et al., 2010). Follow-up papers demonstrated that many factors, such as other transcription factors (Protze et al., 2012), microRNAs (Jayawardena et al., 2012), activated kinase (Zhou et al., 2015), small molecules (Ifkovits et al., 2014; Zhao et al., 2015), and epigenetic factors (Zhou et al., 2016, 2018) could further increase the reprogramming efficiency. Moreover, several groups have found that human fibroblasts can be directly reprogrammed toward the cardiac lineage (Fu et al., 2013; Nam et al., 2013; Wada et al., 2013), paving the way to further applications in regenerative medicine.

Besides *in vitro* cardiac reprogramming, direct *in vivo* cardiac reprogramming was first reported in 2012 by three independent groups using different tracing systems (Inagawa et al., 2012; Qian et al., 2012; Song et al., 2012). Although with different reprogramming efficiencies, infarcted mice in the treatment groups resulted in significant improvement of cardiac performance in these studies. Different strategies have been applied, such as small molecules (Mohamed et al., 2017), nanoparticle-based delivery (Chang et al., 2019), and non-integrating Sendai virus (SeV) (Miyamoto et al., 2018), to increase the *in vivo* reprogramming efficiency. By using a tamoxifen-inducible fibroblast-lineage tracing model, *Tcf21*^*iCre*^/ *R26*-tdTomato, Miyamoto et al. (2018) demonstrated that 1 week post injection about 1.5% of tdTomato^+^ cells expressed cTnT in SeV GMT-injected mice whereas only 0.5% of tdTomato^+^ cells expressed cTnT in the retrovirus-treated groups. Even after 4 weeks of induction, the reprogramming efficiency was as low as 5% (Miyamoto et al., 2018). As discussed by Srivastava and Ieda, high reprogramming efficiency depends on many factors, such as the combination of optimal factors, an effective delivery system, and the source of fibroblasts (Srivastava and Ieda, 2012). For cardiac reprogramming, the clinical potential is to induce *in situ* myofibroblasts into cardiomyocytes. However, in most studies, researchers optimized the reprogramming factors by using murine embryonic fibroblasts, tail-tip fibroblasts, or neonatal cardiac fibroblasts (NCFs) as cellular sources (Fu et al., 2015; Mohamed et al., 2017; Guo et al., 2019), which are easier to obtain but less relevant to the target cell type for direct *in situ* cardiac reprogramming. A better choice is to use adult cardiac fibroblasts (ACFs) (Zhao et al., 2015; Zhou et al., 2017), yet they are isolated from mice without cardiac injury. The myofibroblast, playing critical roles in acute healing after myocardial infarction and long-standing fibrosis with chronic disease (Weber et al., 2013), represents the most diseased-related cellular source for direct cardiac reprogramming.

The cardiac myofibroblast exhibits different gene expression profiling: more than one thousand genes are differentially expressed compared with the cardiac resident fibroblast, which is the main origin of cardiac myofibroblast (Kanisicak et al., 2016). Many of these genes are enriched in clusters related to wound healing, extracellular matrix component production, mesenchymal cell differentiation, cell adhesion and fibrotic disease states. Specifically, a major subset of cardiac fibroblasts in the uninjured adult murine heart express the marker gene *Tcf21*. When those fibroblasts are activated and differentiate into myofibroblasts, they down-regulate *Tcf21* expression and up-regulate *Postn* and *Acta2* expression. Moreover, myofibroblasts are heterogeneous according to recently published single-cell RNA sequencing data. Farbehi et al. (2019) described different myofibroblast subpopulations by either profibrotic or antifibrotic signatures. Ruiz-Villalba et al. (2019) revealed that activated fibroblasts exhibit a clear profibrotic signature, express high levels of the hormone Cthrc1, and localize to the injured myocardium. To develop more powerful cocktails for reprogramming, it is necessary to evaluate the reprogramming potential of the cardiac myofibroblast with the delivery of potential reprogramming factors.

In the present study, we sought to directly induce MICF into cardiomyocytes with high efficiency, which is inefficient with only GMT. After screening additional 22 transcription factors, we revealed that GMT plus Myocd and Sall4 (referred to as GMTMS) was able to efficiently generate cardiomyocyte-like cells with functional properties.

## Materials and Methods

### Animals and Surgery

The animal protocol for surgery followed the institutional guidelines and was approved by PKU Institutional Animal Care and Use Committee. *Myh6*-mCherry mice specifically expressing mCherry in cardiomyocytes driven by the mouse *Myh6* promoter, were a gift from Dr. Kotlikoff (Jesty et al., 2012). *Postn*-MCM^+/+^ mice (Kanisicak et al., 2016), a gift from Dr. Molkentin were used to trace myofibroblast by crossing with *Rosa26*-lsl-tdTomato^+/+^ mice (Madisen et al., 2010). Myocardial infarction (MI) surgery was induced by permanent ligation of the left anterior descending artery (LAD) as described (Virag and Lust, 2011). Briefly, mice (8 weeks old) were anaesthetized with 2.5% isoflurane/97.5% oxygen and placed in a supine position. Animals were intubated with a 24 G stump needle and ventilated with 1.5% isoflurane/98.5% oxygen using a VentElite mouse ventilator (Harvard Apparatus); stroke volume, 220 μl; respiratory rate, 120 breaths per min. MI was induced by permanent ligation of the LAD with a 6-0 nylon suture. To activate the inducible MerCreMer protein, tamoxifen (Sigma) was dissolved in corn oil (90%) and ethanol (10%) at a concentration of 20 mg/ml and administered (0.2 mg/g mouse body weight) every other day by oral gavage into *Postn*-MCM^+/–^; *Rosa26*-lsl-tdTomato^+/–^ mice since the surgery day. Non-MI mice were treated with tamoxifen for 7 times as the same way before sacrifice.

### Primary Cells Isolation

NCFs were isolated by enzyme digestion method following with Thy1^+^ sorting by MACS (magnetic-activated cell sorting) as described by Wang et al. (2015b). ACFs from adult mice without injury were isolated using a described method (Zafeiriou et al., 2016). To isolate MICFs, hearts were removed from mice with MI surgery for 3, 5, 7, 10, and 14 days and washed in cold PBS. The infarcted tissue was cut from the whole heart, then minced into small pieces (≤1 mm^3^). Samples from each heart were digested in 2 ml collagenase I/II/IV (Gibco, 2 mg/ml) with Dispase II (Sigma, 2 mg/ml) and incubated at 37°C in a cell culture chamber for 2–3 h. After digestion, the cells were passed through a 70 μM filter, centrifuged at 1,100 rpm for 3 min, and then plated in 12-well plates with culture medium (DMEM supplemented with 10% FBS, 1% NEAA, 1% GlutaMax, and 1% penicillin/streptomycin). Adult cardiomyocytes were isolated by a langendorff-free method (Ackers-Johnson et al., 2016).

### Plasmids

Lentiviral constructs were generated by subcloning. First, CDS sequences of Gata4, Mef2c, and Tbx5 or the polycistronic cassette MGT from pMX vectors were amplified by PCR and then cloned into the Fu-tet-O vector (Addgene, #19778) through Gibson ligation according to the manufacturer’s instructions (TransGene). Retroviral vectors encoding Gata4, Mef2c, and Tbx5 in the pMXs vector were as described previously (Ieda et al., 2010). The polycistronic pMX-MGT was generously provided by Dr. Qian (Wang et al., 2015a). The lentivirus packaging and envelope vectors, psPAX2 (Addgene, #12260) and pMD2.G (Addgene, #12259), were from Addgene. To compare the transduction efficiency, retro- or lenti-virus described above was infected into MICFs. We achieved higher infection efficiency using the Tet-On system, which was used in subsequent experiments and applied to the construction of other 22 transcription factors including Myocd and Sall4 (Figure 1G). Note that CDS sequences of BAF60C, ESRRG, SMYD1, and SRF were derived from human.

**FIGURE 1:**
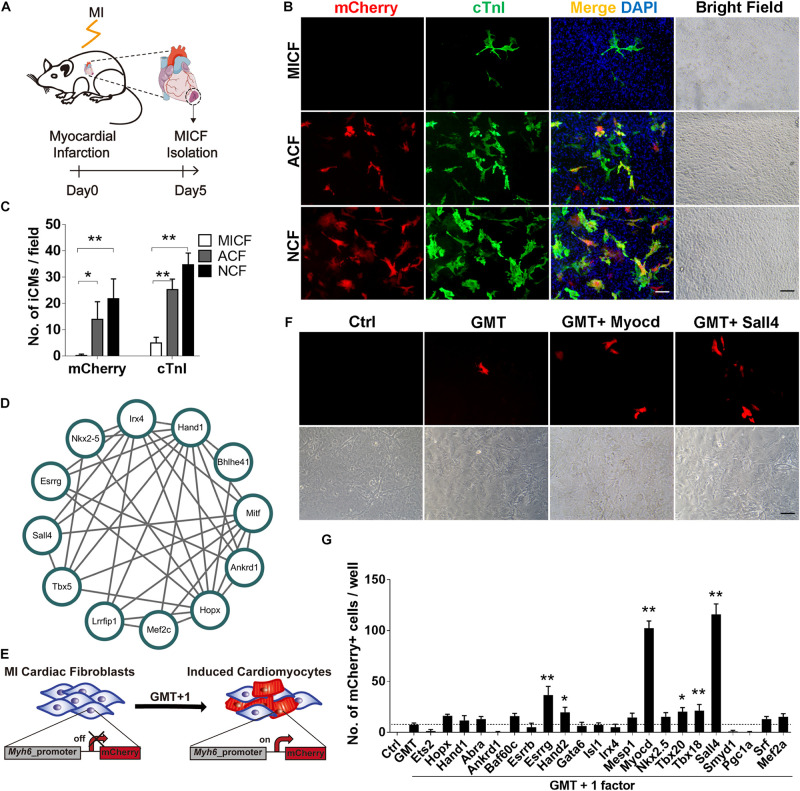
GMT is inefficient to reprogram MICFs toward a cardiac fate and screening for additional factors. **(A)** Flowchart of the strategy to isolate cardiac fibroblats from mice with myocardial infarction (MICFs) **(B)** Immunofluorescent characterization of cardiomyocyte-like cells induced by GMT from different cardiac fibroblasts 3 weeks after transduction. **(C)** Quantification of mCherry^+^ or cTnI^+^ cells induced by GMT (*n* = 4). **(D)** A core regulating network of transcription factors for heart development by weighted correlation network analysis of published scRNA-seq data. **(E)** Schematic of screening candidate transcription factors. **(F)** Myocd or Sall4 increased the number of *Myh6*-mCherry positive cells. Photographed 2 weeks after induction. **(G)** Quantitative data of mCherry^+^ cells induced by GMT plus another factor at day 14 (*n* = 3). All data are presented as mean ± SD. *p < 0.05; **p < 0.01 vs. relevant control. Scale bars: 100 μm.

### Viral Packaging

Retrovirus packaging was performed in platE cells, and lentivirus packaging was conducted in 293T cells. Both of these cell lines were maintained in high glucose DMEM growth medium (Hyclone) containing 10% FBS, 1% GlutaMax, and 1% NEAA. One day before transfection, platE and 293T cells were plated in 10 cm dishes. The next day, platE cells were transfected with 20 μg pMXs-based retrovirus vectors for retrovirus packaging using 60 μl PEI according to the manufacturer’s instructions. For lentivirus packaging, 10 μg Fu-tet-O vector, 10 μg psPAX2, and 5 μg pMD2.G were introduced into 293T cells using 75 μl PEI. After 12 h of transient transfection, medium was changed to 10 ml of fresh medium. Supernatant was collected 48 h post transfection and filtered through 45 μm filters. Viruses were frozen at −80°C for future use.

### Induced Cardiomyocyte (iCM) Reprogramming

Isolated cells were plated into 12 well plates. Viruses were added to the culture medium when cells were at a density of about 1.5 × 10^5^ cells per well. Twenty-four hours later, the viral medium was replaced with conditional medium containing DMEM/M199 (4:1) supplemented with 10% FBS, 10% KSR, 1% NEAA, 1% Glutamax, 1% PS, and so on. Doxycycline (1 μg/ml) was also added to the iCM-inducing medium, which was changed every 3 days.

### Flow Cytometry

Several weeks after viral transduction, reprogrammed cells were dissociated with incubation in enzymes. First, with 0.25% Trypsin/EDTA at 37°C for 5–7 min, cells together with a large amount of ECMs were removed from the plate. Then, collagenases I/II/IV (2 mg/ml) were added to the well and incubated at 37°C for 30–40 min. To calculate the proportion of *Postn*-tdTomato^+^ myofibroblasts, MICFs were digested by 0.25% Trypsin/EDTA at 37°C for 5–7 min. By passing through 40 μm cell strainers, dissociated cells were analyzed on a CytoFlex (Beckman Coulter) or were sorted by Aria3 (BD).

### Immunofluorescence

Cells were fixed in 4% paraformaldehyde for 15 min, permeabilized with PBS buffer containing 0.2% Triton-X for 30 min and blocked with 3% normal donkey serum for 2 h at room temperature. Then, cells were incubated with primary antibodies against Vimentin (Abcam, ab92547, 1:400), Pdgfrα (R&D, AF1062, 1:50), αSMA (Abcam, ab7817, 1:400), Gata4 (Santa Cruz, sc-25310, 1:100), Mef2c (CST, 5030s, 1:400), Tbx5 (Invitrogen, 42-6500, 1:200), cTnT (Thermo Fisher Scientific, MA5-12960, 1:200), cTnI (Abcam, ab56357, 1:300), and α-Actinin (Sigma, A7311, 1:500) at 4°C overnight. The next morning, after washing with PBS, Alexa fluorogenic secondary antibodies (Invitrogen, 1:1,000) were incubated for 1 h at room temperature to detect a signal. DAPI (1: 10,000) was finally used to determine the nuclear localization. Images were captured by inverted fluorescence microscopes from Zeiss (AXIO Vert.A1) and Nikon (Ti-E).

### qRT-PCR

Total RNA was extracted from cells according to the manufacturer’s protocol (TransGene, ET111). cDNA was synthesized using a reverse transcription kit (AE311) from TransGene. Quantitative RT-PCR was performed using a Real-Time PCR system (q225, Kubo Tech) and a SYBR PCR Master Mix (Vazyme, Q311) according to the manufacturer’s instructions. The primer sequences are provided in the Supplementary.

### Ca^2+^ Imaging

To record calcium transients, Ca^2+^ imaging was performed according to the manufacturer’s protocol (Beyotime, S1060). Briefly, GMTMS-induced iCMs at day 28 were incubated with 2 μM Fluo-4 AM in PBS solution at 37°C for 30 min then the cells were washed to de-esterify the Fluo-4 AM for 30 min. Ca^2+^ imaging was performed using a two-photon microscope (Olympus, FVMPE-RS).

### Processing and Analysis of Published scRNA Data

Single cell RNA sequencing data were derived from GSE76118 and cardiac single-cell transcriptome data were collected on days 8.5, 9.5, and 10.5 of embryonic development (Li et al., 2016). Core transcription factors related to 233 tissues and cell types were selected (D’Alessio et al., 2015) and all single-cell data of these candidate TFs were screened from the downloaded RNA-Seq data. After zero-expression and low-expression TFs were filtered out, 1258 TFs were selected as research objects. Analysis was performed in gene expression units of log2 (CPM+1). First, we built a co-expression network of 1258 TFs by WGCNA (Langfelder and Horvath, 2008). Then, we used the Cytoscape plugin cytoHubba (Chin et al., 2014) to extract the key TFs from the co-expression network. Finally, we constructed a cluster of interacting TFs related to heart development.

### Whole Transcriptome Assay

To compare gene expressing profiles of different cardiac fibroblasts, we analyzed MICFs with the CPM data of Sham P1 fibroblasts and Sham P56 fibroblasts from GSE95755 (Quaife-Ryan et al., 2017). The read count data of MICFs was transformed into CPM data for fold change analysis. Hierarchical clustering was performed with 2,585 genes which log2 (fold change) > 2 and GO enrichment analysis was performed using the OmicShare tools^1^.

After a 4 week induction, *Myh6*-mCherry^+^ iCMs from GMTMS- and GMTMM-transduced MICFs were collected by FACS (BD Aria3). RNA was extracted using an RNA Isolation Kit (TransGene, ET111). RNA was sequenced by PE150. For data analysis, data processing was performed with MatLab 2019a. FPKM was normalized with the “quantilenorm” function over the 3 samples and transferred as log2 (FPKM+1). Hierarchical clustering of genes and samples was performed after genes that varied less than 1 through the 3 samples were filtered out. GO enrichment was analyzed with the website http://geneontology.org/. Principal component analysis (PCA) was performed using RNA sequencing data of GSE95755 including fibroblasts and cardiomyotytes from both neonatal and adult mice (Quaife-Ryan et al., 2017). All data is normalized and top 1,000 differentially expressed genes enriched for GO analysis above are used of PCA input.

### Statistical Analyses

All data are expressed as mean ± SD. Student’s *t*-test was used to determine significance of differences between two groups. One-way ANOVA was used to determine the significance of differences when more than 2 groups were compared. Data were analyzed using GraphPad Prism 7 (GraphPad Software, Inc.). *P* < 0.05 was considered statistically significant.

## Results

### GMT Is Inefficient in Reprogramming MICFs Into Cardiomyocytes

To obtain enough MICFs for reprogramming, we first developed an easy protocol to effectively isolate cardiac fibroblasts from mice with acute myocardial infarction surgery (Figure 1A). We isolated MICFs from mice with MI for 3, 5, 7, 10, and 14 days, and acquired the largest amount of MICFs from infarcted mice at day 5 or 7 (Supplementary Figure 1). Flow cytometry analysis revealed that the proportion of tdTomato^+^ myofibroblasts increased to a peak at MI Day 5 (Supplementary Figure 2). In consistence, Dr. Molkentin and collogues reported that the quantity of myofibroblasts in differentiated state with high levels of αSMA was maximal after MI injury for 4–7 days, and those myofibroblasts stopped proliferating and lost αSMA expression by day 10 and onwards within the scar region (Fu et al., 2018). Therefore, we isolated MICFs from infarcted mice at day 5 for the following reprogramming experiments. Consistent with reported *in vivo* results (Kanisicak et al., 2016), we found that about 98% of the isolated cells were Vimentin-positive and approximately 50% were Pdgfrα-positive (Supplementary Figure 3).

We isolated cells from *Myh6*-mCherry transgenic mice and examined whether GMT, shown previously to direct the cardiac reprogramming of murine embryonic fibroblasts, NCFs, and ACFs, was able to reprogram MICFs toward a cardiac cell fate. As positive controls, NCFs and ACFs were also infected with GMT. For NCFs and ACFs reprogramming, many mCherry^+^ cells were observed after a 3 week induction and some mCherry-negative cells also expressed cardiac troponin I (cTnI) and cardiac troponin T (cTnT) in the two kinds of fibroblasts (Figures 1B,C and Supplementary Figure 4). However, for MICFs, only about 0.1% cells were induced into cardiomyocyte-like cells after the infection of Gata4, Mef2c, and Tbx5 (Figures 1B,C and Supplementary Figure 4). To ensure enough starting cells with high-level expression of reprogramming factors, all viruses were titered before use by immunofluorescence assay (Supplementary Figure 5). These data suggested that GMT is inefficient for reprogramming iCMs from MICFs, in comparison with NCFs and ACFs.

By comparing gene expressing profiles between MICFs and published ACFs as well as NCFs (Quaife-Ryan et al., 2017), we found more than 2,000 genes were differently expressed in MICFs, in consistent with the previous report (Fu et al., 2018). Many up-regulated genes involved in clusters such as immune process, inflammatory response, extracellular matrix, cell proliferation, cell adhesion and migration (Supplementary Figure 6). The apparent different gene expression profiling between ACFs and MICFs further supported the difference in their potential for cardiac reprogramming.

### Screening for New Factors to Improve Reprogramming Efficiency From MICFs

To identify optimal factors for successful reprogramming of MICFs, we constructed a small library consisting of 22 transcription factors, which are important for heart development. First, we analyzed single-cell RNA sequencing data of cardiac cells in the embryonic period (Li et al., 2016) and constructed a core transcription factor regulating network for heart development by weighted correlation network analysis (WGCNA) (Langfelder and Horvath, 2008; Figure 1D). Combining this network with 14 factors that are necessary for heart development and have been screened on NCFs by Ieda et al. (2010), we obtained a list of 25 factors as candidate genes to perform screening experiments (Figure 1E).

After the first round of screening, we found that, compared to GMT alone (less than 10 mCherry^+^ cells per well of a 12-well plate observed under fluorescence microscope, <0.1%), GMT plus Myocd or Sall4 significantly increased the number of mCherry^+^ cells (Figures 1F,G). After the induction of MICFs with GMT plus Myocd and Sall4 (GMTMS) for 14 days, abundant mCherry^+^ cells emerged. Flow cytometry analysis revealed that 5.8% of the MICFs infected with GMTMS expressed mCherry while only 0.1% of those infected with GMT (Figures 2A,B). To identify factors to further improve reprogramming efficiency, we screened the remaining factors for a second round using a plus-one strategy in the presence of GMTMS. However, no more factors further increased the percentage of mCherry^+^ cells (Supplementary Figure 7).

**FIGURE 2:**
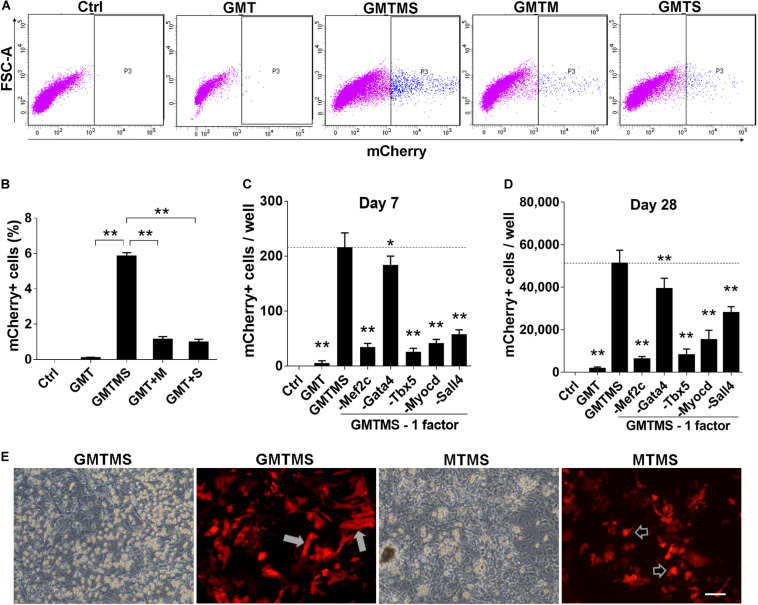
GMTMS significantly enhance the reprogramming efficiency of MICFs toward a cardiomyocyte-like fate. **(A)** Representative flow cytometry plot of *Myh6*-mCherry^+^ cells 2 weeks after induction with indicated factors. **(B)** Summary of FACS analyses for *Myh6*-mCherry expression (*n* = 4). The percentage of mCherry^+^ cells was significantly increased with GMT plus Myocd and Sall4 induction. **(C,D)** Effects of the removal of individual factors from the cocktail on mCherry^+^ cells induction, day 7 and day 28, respectively (*n* = 3). **(E)** Representative iCMs induced by GMTMS or MTMS 4 weeks after transduction. The morphology of mCherry^+^ iCMs tended to be round (shown by arrowheads) rather than rod shape (shown by white arrows) when withdrawing Gata4 from the cocktail. All data are presented as mean ± SD. *p < 0.05; **p < 0.01 vs. relevant control. Scale bars: 100 μm.

To identify dispensable factors, each factor of GMTMS was individually removed from the medium. We found that removing each one of the factors decreased the numbers of mCherry^+^ cells or beating cells. Although Gata4 seemed to be dispensable according to the number of mCherry^+^ cells (Figures 2C,D), most of these cells tended to be round rather than spindle-shaped without Gata4 infection at a later stage (Figure 2E). Many cells in the GMTMS induction wells appeared thicker on phase-contrast microscopy, with a polygonal or rod-like shape as shown by mCherry fluorescent protein (Figure 2E). Removal of Sall4 failed to induce beating cardiomyocytes. GMT plus Sall4 induced many spontaneously beating iCMs (Supplementary Movies S1, S2). Abundant cells with strong beatings were observed 4 weeks following GMTMS induction (Supplementary Movies S3–S5).

### Characterization of Induced Cardiomyocytes by GMTMS From MICFs

We performed immunofluorescence assays to determine whether cardiac proteins were expressed after 3 week induction by GMTMS. We found that many mCherry^+^ cells expressed the cardiac structural proteins cTnT, cTnI, and α-Actinin with well-defined sarcomeric structures (Figure 3A). To detect multiple cardiac proteins in single cardiomyocytes, we isolated MICFs from wild type C57 mice and infected the MICFs with different transcription factor cocktails. Compared to the cocktail of Gata4, Mef2c, Tbx5, Myocd, and Mesp1 (GMTMM), which efficiently induced adult human cardiac fibroblasts into iCMs (Wada et al., 2013), GMTMS induced more than twofold of iCMs co-expressing the cardiomyocyte-specific proteins cTnT and cTnI (22.5 ± 2.7% of transduced MICFs) (Figures 3B–D). Moreover, MICFs-derived iCMs exhibited spontaneous Ca^2+^ oscillation after 4 weeks of induction by GMTMS (Supplementary Movie S6). These findings suggested that GMTMS have successfully induced MICFs into iCMs expressing multiple cardiac markers and possessing physiological characteristic of cardiomyocytes.

**FIGURE 3:**
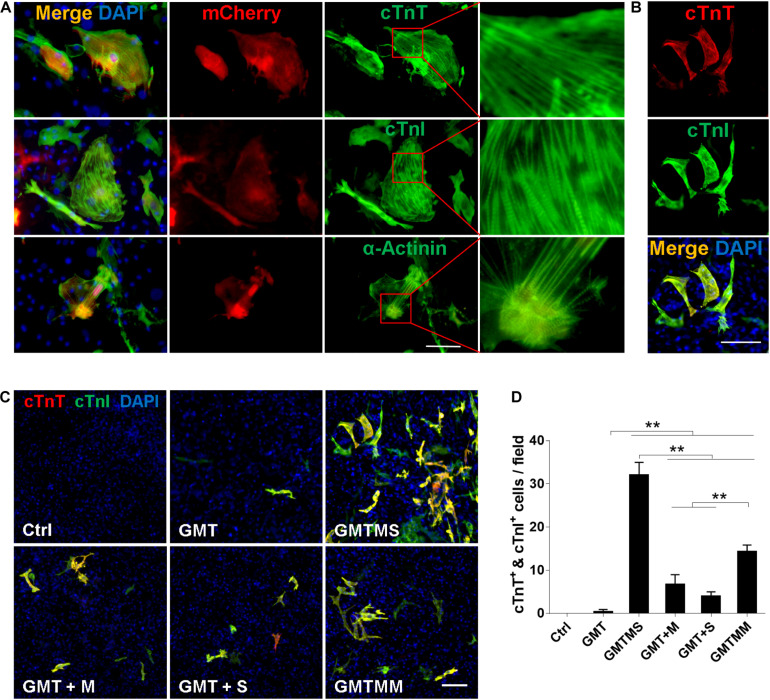
Cardiomyocyte-like cells induced by GMTMS from MICFs express multiple structural proteins. **(A)** Immunostaining for cTnT, cTnI, and α-Actinin at day 21 after GMTMS transduction in MICFs derived from *Myh6*-mCherry mice. mCherry^+^ cells expressed cardiac proteins with well-organized sarcomeric structures. **(B)** Representative images of GMTMS-induced iCMs co-expressing cTnT and cTnI. **(C)** Immunofluorescence for cTnT (red) and cTnI (green) was performed 3 weeks after transduction of MICFs (from C57 mice, 8 weeks old) with GMT, GMTM, GMTS, GMTMS, and GMTMM. **(D)** Quantification of cTnT and cTnI double positive cells (*n* = 3). All data are presented as mean ± SD. **p < 0.01 vs. relevant control. Scale bars: 100 μm.

Then, we sorted mCherry^+^ iCMs by FACS at 4 weeks after introducing GMTMS into MICFs and compared the expression of cardiac-specific genes and fibroblast-enriched genes by quantitative RT-PCR. Compared with MICFs, even with GMTMM-induced cardiomyocytes, GMTMS strongly up-regulated the expression of a panel of cardiac genes related to different functions, including sarcomere structure, ion channels, and natriuretic peptides, suggesting a more comprehensive reprogramming by GMTMS (Figure 4A). In contrast, expression of the fibroblast-enriched genes *Postn*, *Pdgfrα*, *Fsp1*, *Tcf21*, and *Collagens* was significantly down-regulated in iCMs induced by GMTMS (Figure 4B). We found variations in the expression levels of different cardiac markers. For example, the structural gene *Tnnt2*, natriuretic peptide *Nppa*, as well as the calcium channel receptor *Ryr2*, were expressed at relative high levels in GMTMS-induced iCMs, whereas the structural gene *Myl2* was expressed at a low level in contrast to cardiomyocytes isolated from adult mice. We also examined the reprogramming kinetics of gene expression at early stage. The cardiac genes *Tnnt2*, *Tnni3*, *Actc1*, and *Nppa* were significantly up-regulated from Day5 and subsequently down-regulated at later stage while the expression of *Actn2* and *Ryr2* was gradually increased with a mild speed (Figure 4C). This reflects the diversity of expressing pattern for different genes during the reprogramming process. The expression of fibroblast genes, *Postn*, *Pdgfrα*, *Fsp1*, and *Col1a1* decreased significantly over time (Figure 4D). However, *Acta2* mRNA expression during reprogramming was at a relatively stable level except the early stage (Figures 4B,D). Similarly, Wada et al. (2013) have reported that the iCMs induced from human cardiac fibroblasts by GMTMM co-express αSMA and α-Actinin. Of note, αSMA is not specific for myofibroblast and it also expresses in embryonic cardiomyocytes (Kruithof et al., 2003). It is possible that the iCMs induced by GMTMS are relatively immature or still maintain the characteristic of myofibroblasts.

**FIGURE 4:**
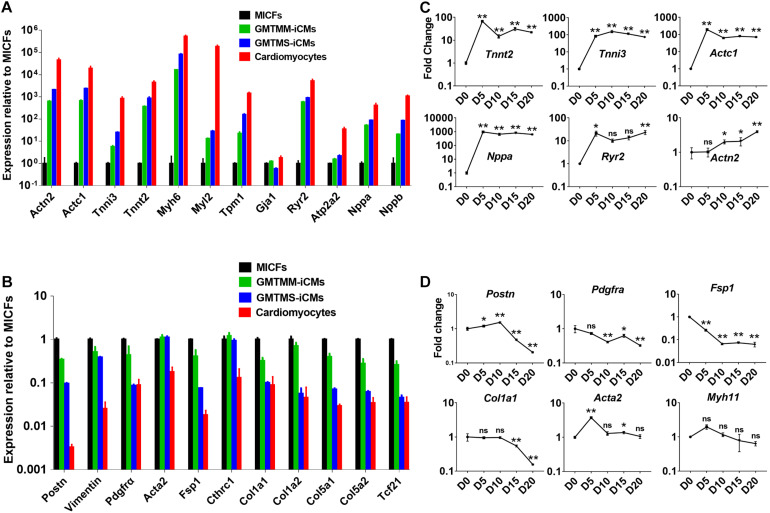
GMTMS up-regulate cardiac genes and down-regulate fibroblast genes during the reprogramming of MICFs toward a cardiac fate. Compared to MICFs, the mRNA expression of cardiac genes was significantly up-regulated **(A)** and the mRNA expression of fibroblast genes was obviously down-regulated **(B)** in GMTMS-induced cardiomyocytes after 4 weeks (*n* = 3). Time course of mRNA expression of cardiac genes **(C)** and fibroblast or smooth muscle genes **(D)** in GMTMS-infected MICFs at early stage, determined by Quantitative RT-PCR (*n* = 3). All data are presented as mean ± SD. *p < 0.05; **p < 0.01 vs. relevant control and ns means no significant difference.

To further examine GMTMS-induced changes in gene expression on the genome-wide scale, we performed RNA-sequencing of MICFs and iCMs induced by GMTMS or GMTMM (FACS by mCherry, 4 week induction). 

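RNA was sequenced as paired reads of 150 nucleotides from 3 libraries. MICFs, the fibroblasts isolated from mouse hearts 5 days after myocardial infarction, were kept in culture for 4 weeks without virus. The iCMs, reprogrammed for 4 weeks, were sorted for the mCherry reporter driven by the Myh6 promoter, and for each cocktail 5 sorted samples were combined before RNA extraction. There was 1 library per condition, so no difference between conditions has a replicate check. The authors deposited counts per gene and FPKM for 54532 mouse genes on the GRCm38 assembly. The library totals were 11861773 counts for MICFs, 10624118 for GMTMS-iCMs and 11904484 for the library labelled GMTMM. At least 1 count was found for 21178, 20309 and 21021 genes, in the same order. A count of 0 allows up to 3 counts, which is 0.253 CPM in MICFs, 0.282 CPM in GMTMS-iCMs and 0.252 CPM in the library labelled GMTMM. The deposited FPKM had been scaled by the DESeq2 size factors 1.26, 0.811 and 1.02 and not by the library totals. From these FPKM, values were quantile-normalized over the 3 libraries and then transformed as log2 (value + 1), the order given in the paper's methods. All differences below are on that scale unless a fold is named. Folds are ratios of deposited FPKM with 95% Clopper-Pearson binomial intervals on the counts, which cover counting error only. A fold against a library with 0 counts is computed against 3 counts and given as a lower bound, and none is given against 1 to 3 counts.
The delivered factors were looked at first because they check the sample labels. Sall4 (ENSMUSG00000027547, chromosome 2 from 168748332 to 168767943) belongs to GMTMS and not to GMTMM. It had 0 counts in MICFs, 1190 in GMTMS-iCMs and 1060 in the library labelled GMTMM. Mesp1 (ENSMUSG00000030544, chromosome 7 from 79792241 to 79793788), the factor that GMTMM has in place of Sall4, had 0 counts in all 3 libraries. Tbx5 had 1, 804 and 670 counts and Myocd had 8, 574 and 342 counts in MICFs, GMTMS-iCMs and the library labelled GMTMM. Gata4 rose from 889 counts in MICFs to 1207 and 2040, and Mef2c went from 1014 to 1295 and 1071. The label GMTMM is therefore at odds with the factors counted in that library, and every direction drawn from it below carries this limit.

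**Figure D1:**
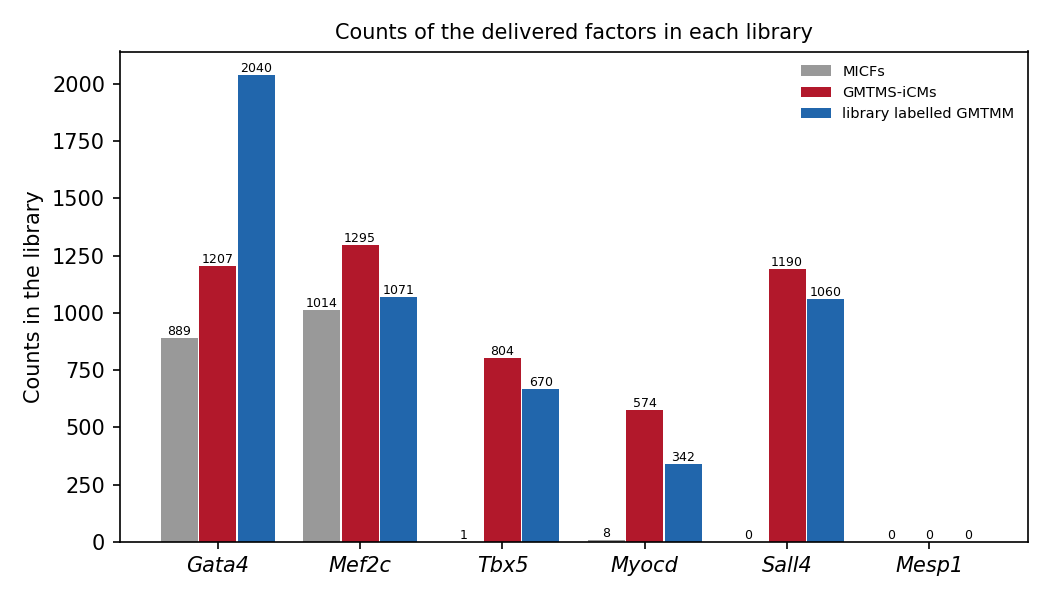
Counts (y axis, per library) of the 6 delivered factors in MICFs, GMTMS-iCMs and the library labelled GMTMM, with the count above each bar. Sall4 stands at 1190 and 1060 counts in both transduced libraries, and Mesp1 at 0 in all 3.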

We found significant changes in the global gene expression profiles of MICFs after GMTMS or GMTMM overexpression (Figure 5A). 

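On the log2 scale, 1156 genes were higher by over 1 and 708 were lower by over 1 in the library labelled GMTMM than in MICFs, although its counts of Sall4 and Mesp1 go against its label. Between the transduced libraries, 1272 genes were higher and 1550 lower in GMTMS-iCMs. Across the genes that varied by over 1 among the 3 libraries, which are not independent replicates, Pearson's correlation was 0.62 between GMTMS-iCMs and MICFs, with a bootstrap interval over genes of 0.60 to 0.64. It was 0.81 between the library labelled GMTMM and MICFs (0.80 to 0.82) and 0.75 between both transduced libraries (0.73 to 0.76). With edgeR's TMM log2 CPM the correlations were 0.84, 0.91 and 0.89, in the same order. The genes varying by over 1 were chosen anew on that scale, 11925 against 4677, so scale and gene set changed together.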

Compared to MICFs, 1318 genes were significantly up-regulated and 1302 genes were significantly down-regulated in GMTMS-induced iCMs, with a false-discovery rate-controlled *p*-value < 0.01. 

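In GMTMS-iCMs 1708 genes were higher and 1485 were lower by over 1 than in MICFs. Of these, 313 of the higher and 126 of the lower genes had at most 10 counts in both libraries. In counts simulated from the mean of the 3 libraries with counting noise alone, 227 unchanged genes also passed a difference of 1. A false-discovery rate across replicates could not be computed from 1 library per condition. Tests on the reads compare those libraries, not the conditions. Fisher's exact test on the library totals (Benjamini-Hochberg adjusted p under 0.01) called 2632 genes higher and 7880 lower, of which 1338 and 1356 also differed by over 1. When a biological coefficient of variation was assumed, edgeR's exact test at the same threshold called 1300 genes higher and 1643 lower for a coefficient of 0.2. It called 306 and 318 for a coefficient of 0.4. The alternative that moved the counts most among the scalings was division by DESeq2's size factors, with 5138 genes higher and 4823 lower. There the pseudocount of 1 was added to counts and not to FPKM. The deposited FPKM carry the same factors, and without quantile normalization they gave 1862 higher and 1488 lower.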

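The 31 cardiomyocyte genes and 45 fibroblast genes of Supplementary Figure 8 were compared as lists. The paper displays these genes for these same libraries, so their medians describe the displayed genes and are not set against random lists. The median difference of the cardiomyocyte genes between GMTMS-iCMs and MICFs was 2.16 (bootstrap interval over the genes 1.22 to 2.81). The 12 cardiomyocyte genes found in no other list of genes examined had a median of 0.86. In 14 of the 31 genes at least 1 of these libraries had 3 counts or fewer. With such libraries set at 3 counts the median was 2.00. The alternative that moved this median most, counts divided by DESeq2's size factors, gave 4.37. It adds the pseudocount of 1 to counts and not to FPKM. The deposited FPKM, scaled by the same factors, gave 2.11 without quantile normalization. Actc1 (ENSMUSG00000068614, chromosome 2 from 114047282 to 114053548) had 1 count in MICFs and 4765 in GMTMS-iCMs. Myh6 (ENSMUSG00000040752, chromosome 14 from 54941921 to 54966927) had 0 and 14098 counts, at least 7280-fold higher, and 22.6% of its 50-base words are shared with another gene. Tnnt2 had 3 and 6216 counts and Acta1 had 2 and 1467 counts. Ryr2 had 0 and 1570 counts, at least 811-fold higher. Where both libraries were above 3 counts, Tnnc1 was 94.8-fold higher (58.1 to 167), Tnni3 26.9-fold higher (19.2 to 38.7) and Atp2a2 4.00-fold higher (3.84 to 4.16). Nppa had 0 and 30 counts, and 61.5% of its exon bases lie in exons of another gene, so its counts are uncertain.
The 45 fibroblast genes were all lower in GMTMS-iCMs than in MICFs, with a median difference of -2.71 (bootstrap interval -3.13 to -2.54). The differences ranged from -4.52 for Col18a1 to -0.96 for Olfml2b. Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) fell from 91516 to 6501 counts, 9.09-fold lower (8.86 to 9.32). Sparc (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183) fell from 45373 to 3205 counts, 9.14-fold lower (8.82 to 9.47). Col1a1 was 5.10-fold lower (4.92 to 5.29) and Tcf21 13.4-fold lower (9.84 to 18.6). The iCMs were sorted and no sorting is stated for MICFs, so the make-up of the cells can differ. A list of 14 macrophage genes took 2.30% of counts in MICFs and 3.56% in GMTMS-iCMs. The 31 cardiomyocyte genes took 0.132% and 0.499%. Counts of whole libraries do not separate a fall within cells from a smaller share of fibroblasts. In the library labelled GMTMM, whose factors are at odds with its label, the cardiomyocyte genes had a median difference from MICFs of 1.69 (1.18 to 2.31), and the 12 genes in no other list had a median of 1.42. Its fibroblast genes had a median difference of 0.19 (-0.05 to 0.25).

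**Figure D2:**
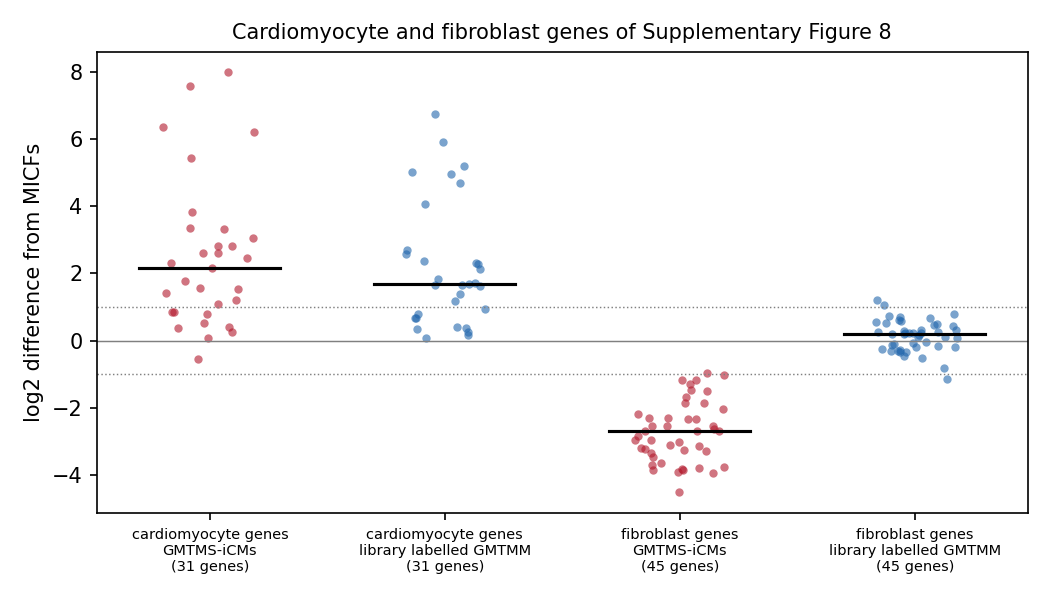
Log2 difference from MICFs (y axis) of each cardiomyocyte or fibroblast gene of Supplementary Figure 8, in GMTMS-iCMs and in the library labelled GMTMM. Points are genes, black bars are the medians (2.16, 1.69, -2.71 and 0.19 from left to right), and dotted lines mark differences of 1 and -1.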

Scatter plots and heatmaps showed the expression of many cardiac genes, and concomitant suppression of fibroblast genes in GMTMS-reprogrammed iCMs (Figure 5B and Supplementary Figure 8). Gene ontology (GO) enrichment analysis revealed that GMTMS-induced gene expression was related to muscle filament sliding speed and cardiac muscle fiber development, as well as muscle stretch and contraction by calcium (Figure 5C). 

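Ontology terms were not analysed here, and a list of 30 contraction genes, written from general knowledge, stood in for them. Among the 500 most up-regulated genes in GMTMS-iCMs were 16 of the 30 contraction genes, against a mean of 0.839 in 10000 random lists matched on mean expression. The cells were sorted on a reporter of the Myh6 promoter, so a rise of Myh6 was selected for. The random lists do not allow for this selection. Of the 30 genes, 15 are also in another list, among them genes the paper names. The other 15 had a median difference of 0.71 between GMTMS-iCMs and MICFs. The 16 contraction genes among the 500 were Actc1, Myh6, Myl3, Myl4, Myl7, Tnnt2, Tnni3, Tnnc1, Ttn, Mybpc3, Actn2, Tcap, Ldb3, Csrp3, Ryr2 and Smpx. Of the 31 displayed cardiomyocyte genes, 16 were among the 500. Among the top 200 genes there were 10 contraction genes. The smallest difference among the 500 genes was 2.00, and 141 of them had 3 counts or fewer in MICFs. Of the 500 genes, 365 were protein-coding.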

We next compared the similarity of gene expression profile in GMTMS-induced iCMs with published RNA-seq data of cardiomyotes and fibroblasts (Quaife-Ryan et al., 2017). Principal component analysis revealed that on the whole, the cell fate of iCMs induced by GMTMS was far from both neonatal and adult cardiac fibroblasts but was closed to cardiomyocytes (Figure 5D). These results demonstrated a cardiac-like phenotype reprogrammed from MICFs by GMTMS. However, some cardiac genes were not up-regulated in response to GMTMS induction as well, indicating that the cardiac-like phenotype is incomplete and likely variable between cells in the population.

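The 10 genes with the largest rise in GMTMS-iCMs over MICFs, among genes with over 10 counts in the higher library, were Myl7, Actc1, Myh6, Cxcl10, Il1rn, Acod1, Acta1, Tnnt2, Ccl5 and Mx1, with differences from 9.05 for Myl7 to 5.89 for Mx1. Myl7 (ENSMUSG00000020469, chromosome 11 from 5896637 to 5898782) had 0 counts in MICFs and 3507 in GMTMS-iCMs, at least 1811-fold higher. The 10 genes with the largest fall were Apln, Cdh5, G0s2, Igfbp3, H19, Sox18, Chga, Cldn5, Pecam1 and Mmrn2, with differences from -6.42 for Apln to -5.03 for Mmrn2. Cdh5, Cldn5 and Pecam1 belong to a list of 10 endothelial genes, with a median difference of -4.48. Among the rising genes, Cxcl10 belongs to a list of 12 interferon genes, with a median of 1.89. These extremes are thus not all cardiac or fibroblast genes. From the expression of cardiac genes, the suppression of fibroblast genes, the ontology terms and the principal component analysis, the paper concludes that GMTMS reprogrammed MICFs to a cardiac-like phenotype. The published samples of the principal component analysis were not analysed here.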

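Of the 31 cardiomyocyte genes, 9 were not higher by over 1 in GMTMS-iCMs than in MICFs. They were Igfbp5 (difference -0.56), Myl2 (0.09), Hopx (0.25), Pkp2 (0.36), Tpm1 (0.42), Trdn (0.54), Jph2 (0.80), Cobl (0.85) and Usp2 (0.86). Myl2 had 0 counts in MICFs and 1 in GMTMS-iCMs, so no change was detectable at this depth. The change of Hopx, 1.24-fold (0.601 to 2.52), was not detectable at this depth, and Pkp2 was 1.67-fold higher (1.05 to 2.65). Tpm1 was 2.01-fold higher (1.93 to 2.09), Jph2 2.02-fold higher (1.82 to 2.25) and Usp2 2.44-fold higher (1.75 to 3.42), each by more than its counting error. Trdn had 3 and 37 counts, and Cobl was 12.6-fold higher (6.02 to 30.4). The FPKM of Trdn and Cobl in GMTMS-iCMs were 0.426 and 0.860, below the pseudocount of 1. Igfbp5 had 6324 and 4205 counts, and its direction depended on the scaling, with a difference of 0.04 without quantile normalization. With counts divided by DESeq2's size factors and the pseudocount added to counts, 3 of the 31 genes were not higher by over 1. Tpm1 then passed with a difference of 1.00. FPKM without quantile normalization, which carry the same factors, left 9 such genes.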

**FIGURE 5:**
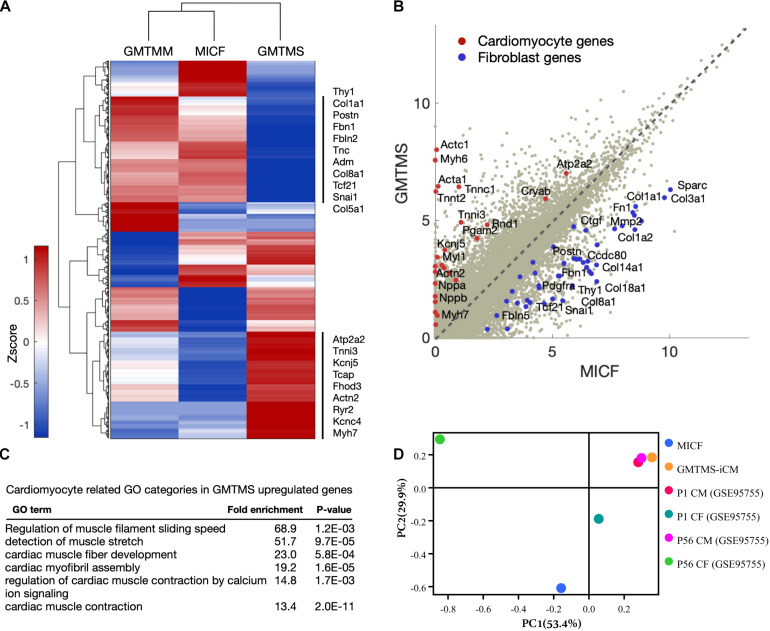
GMTMS-induced iCMs are transcriptionally reprogrammed toward a cardiomyocyte fate. **(A)** Genome-wide comparison between GMTMM and GMTMS on MICF reprogramming. The gene profile was normalized with log_2_(FPKM+1) and then quantile-normalized over multiple samples. Hierarchical clustering was performed with 2,620 genes which varied more than 1 among the 3 samples. **(B)** Scatter plots of gene expression in MICF and GMTMS-iCMs. Gray dots, all of the genes; red dots, cardiomyocyte specific genes; blue dots, fibroblast related genes. **(C)** GO enrichment analysis of top 500 up-regulated genes by GMTMS. Only categories typically related to cardiomyocytes are shown. **(D)** PCA result demonstrates the cell fate of iCMs induced by GMTMS is more closed to cardiomyotytes but far from fibroblasts.

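On the deposited FPKM, quantile-normalized and then log2-transformed, the highest and lowest of the 3 libraries differed by over 1 for 4677 genes. In the order of the legend, log2 (FPKM + 1) before quantile normalization, there were 4662 such genes, and with protein-coding genes only there were 3394.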

### Myocd and Sall4 Enhanced Cardiac Reprogramming Efficiency From Both Activated and Inactivated Cardiac Fibroblasts

Next, we investigated whether GMTMS could also increase the cardiac reprogramming efficiency of activated fibroblasts or myofibroblasts, which play critical roles in acute healing after myocardial infarction and long-standing fibrosis with chronic disease (Weber et al., 2013). Traditionally, injury activated fibroblasts were referred to as myofibroblasts, in part because they express contractile genes such as *Acta2* (αSMA) (Tallquist and Molkentin, 2017). However, the MICFs used above for cardiac reprogramming were heterogeneous, including both activated myofibroblasts and inactivated resident cardiac fibroblasts. After a systematic evaluation of the isolated fibroblasts, we found that the percentage of αSMA-positive cells was more correlated with the *in vitro* culture time rather than injury period (Supplementary Figure 9). Even about 70% of cardiac fibroblasts isolated from non-MI mice are αSMA-positive after 48 h culture *in vitro* (Supplementary Figures 19B,C). These data implied αSMA was not a good marker for discriminating *in vitro* cultured myofibroblasts from adult cardiac fibroblasts.

Although the identity and origin of myofibroblasts within the heart have been an ongoing debate, recent lineage tracing studies more faithfully demonstrate that, after injury, *Tcf21*^+^ resident cardiac fibroblasts differentiate into and constitute the majority of disease-activated fibroblasts or myofibroblasts which are *Postn* expressing cells (Moore-Morris et al., 2014; Kanisicak et al., 2016; Kaur et al., 2016). Therefore, we crossed *Postn*-MCM^+/+^ mouse with *Rosa26*-lsl-tdTomato^+/+^ mouse and isolated cardiac fibroblasts from adult offsprings with or without MI surgery. *Postn*-traced tdTomato^+^ myofibroblasts constituted less than 50% of the whole cell populations (Supplementary Figure 2). We found that even by counting tdTomato-positive iCMs, much more iCMs could be induced with GMTMS than that with only GMT after 3 week induction (Figures 6A–C). Actually, there is no significant difference in the numbers of iCMs induced from *Postn*-tdTomato positive and negative cells (Figure 6D).

**FIGURE 6:**
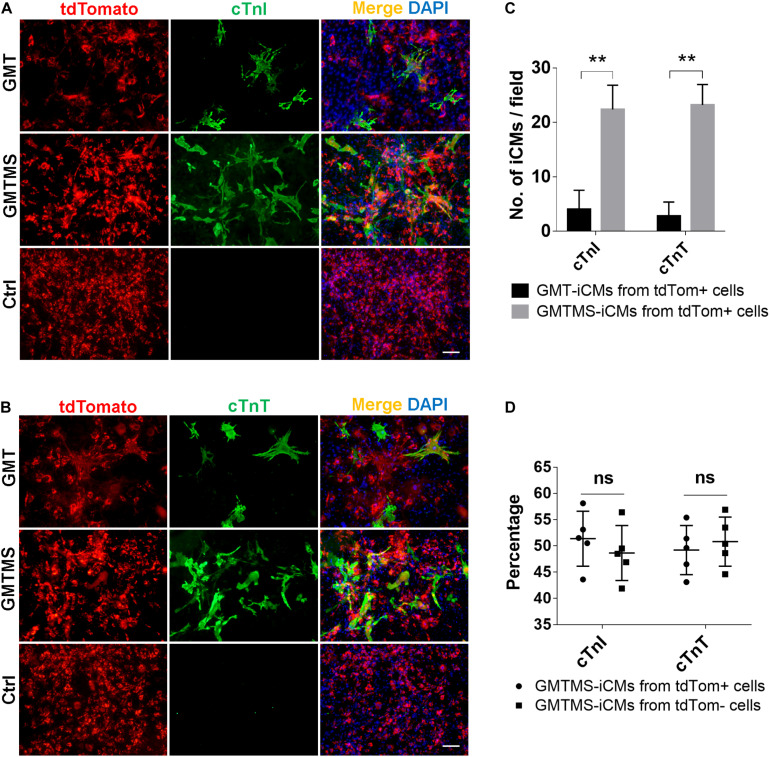
GMTMS significantly increase the iCMs reprogramming efficiency from myofibroblasts traced by *Postn*. **(A,B)** Immunofluorescence for cTnI and cTnT was performed 3 weeks after transduction of indicated cocktails with MICFs (from *Postn*-MCM^+/–^; *Rosa26*-lsl-tdTomato^+/–^ mice, 8 weeks old). **(C)** Quantification of cTnI- or cTnT- positive iCMs induced from *Postn*-tdTomato^+^ myofibroblast by GMTMS and GMT (*n* = 5). **(D)** Quantification of cTnI- or cTnT- positive iCMs induced by GMTMS from *Postn*-tdTomato^+^ myofibroblast or *Postn*-tdTomato^–^ MICFs (*n* = 5). All data are presented as mean ± SD. **p < 0.01 vs. relevant control and ns means no significant difference. Scale bars: 100 μm.

Furthermore, we investigated whether GMTMS could also increase the cardiac reprogramming efficiency from inactivated ACFs isolated from healthy mice. Three weeks after transduction of ACFs with different cocktails, expression of the cardiac markers cTnT and cTnI was tested by immunofluorescence (Figures 7A,B). Consistent with the reprogramming of MICFs and myofibroblasts, GMTMS induced a large number of iCMs, 25.9 ± 3.2% of transduced ACFs, which was also induced by GMTM and GMTS (23.3 ± 4.2% and 21.4 ± 3.6% of transduced ACFs, respectively). There was no significant difference in cTnT- and cTnI-positive iCMs between these groups (Figure 7C). GMT, without additional factors, also induced many cTnT- and cTnI-positive iCMs (6.1 ± 1.5% of transduced ACFs). These suggested that although ACFs were more amenable to reprogramming than MICFs, the additional transcription factors Myocd and Sall4 were also beneficial for their cardiac reprogramming.

**FIGURE 7:**
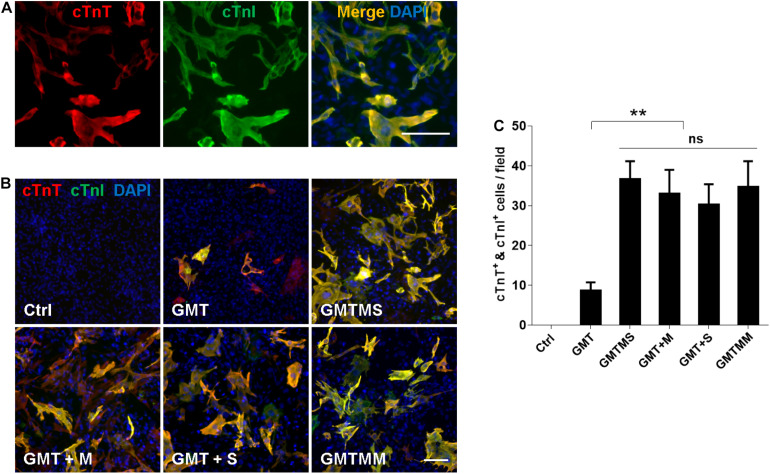
Myocd or Sall4 significantly enhance iCMs reprogramming efficiency from adult cardiac fibroblasts. **(A)** Representative images of GMTMS-induced iCMs co-expressing cTnT and cTnI. **(B)** Immunofluorescence for cTnT (red) and cTnI (green) was performed 3 weeks after transduction of ACFs (from C57 mice without injury, 8 weeks old) with GMT, GMTM, GMTS, GMTMS, and GMTMM. **(C)** Quantification of cTnT and cTnI double positive cells (*n* = 3). Note that four factors (GMTM or GMTS) are enough to reprogram abundant iCMs co-expressing cTnT and cTnI. **p < 0.01 vs. relevant control and ns means no significant difference. Scale bars: 100 μm.

## Discussion

Cardiac myofibroblasts are the principal mediators of cardiac fibrosis and scar formation post-MI and are the most prevalent cell type in the injured heart (Weber et al., 2013). Here we evaluated the *in vitro* reprogramming potential of MICFs and demonstrated that MICFs even *Postn*-traced myofibroblasts can be efficiently converted into cardiomyocyte-like cells by the overexpression of five transcription factors including two booster genes, Sall4 and Myocd, revealed in our study.

Myocd (Myocardin) is a transcriptional coactivator of serum response factor (Wang et al., 2001) and is required for vascular smooth muscle (Li et al., 2003) and heart development (Huang et al., 2012). It maintains CM structure and sarcomeric organization, and its cell-autonomous loss in CMs triggers programmed cell death (Huang et al., 2009). Although Myocd promotes the smooth muscle fate in mouse fibroblasts, it appears to activate cardiac rather than smooth muscle gene expression in our study in the context of the other cardiac transcription factors, Indeed, the expression of *Myh11*, a marker for smooth muscle, was extremely low at each reprogramming stage (Figure 4D). Consistent with our results, Nam et al. (2013) reported that overexpression of GATA4, HAND2, TBX5, MYOCD, miR-1, and miR-133 reprogram human fibroblasts into cardiac-like myocytes and Wada et al. (2013) revealed that human fibroblasts can be reprogrammed into iCMs by GATA4, MEF2C, TBX5, MYOCD, and MESP1. In these studies, addition of MYOCD significantly increased the expression of cardiac sarcomeric proteins.

Sall4 is a mammalian Spalt transcription factor expressed by cells of the early embryo and germ cells, an expression pattern similar to other genes associated with early development such as Oct4 and Sox2 (Elling et al., 2006). Sall4 is essential for embryonic stem cell proliferation and widely involved in organ development such as kidney, brain, and heart (Sakaki-Yumoto et al., 2006). Sall4 interacts with Tbx5 to regulate limb and heart patterning in the mouse (Koshiba-Takeuchi et al., 2006) and acts downstream of Tbx5 for pectoral fin outgrowth in the zebrafish (Harvey and Logan, 2006). In our study, by analyzing the gene regulatory network from single cell RNA-sequencing data, we found Sall4 was correlated with the core TFs for the establishment of cardiomyocyte identity. Therefore, it was not quite surprising to find that Sall4 promoted cardiac reprogramming in our study. In cardiac reprogramming from MICFs, we found Sall4 played an important role in inducing spontaneously beating cells, which disappeared solely when Sall4 was withdrawn, indicating Sall4 play roles to fulfill the functional properties of iCMs.

Furthermore, our data showed the difference in cardiac reprogramming between inactivated cardiac fibroblasts and activated myofibroblasts after myocardial infarction. Given myofibroblast is a more appropriate target cell type for *in situ* direct cardiac reprogramming, it is needed to develop reprogramming cocktails directly on myofibroblasts for the purpose of developing cardiac reprogramming cocktails for heart regeneration. Moreover, it could also be intriguing to further study the intrinsic or exogenous factors that determine the differences between ACFs and MICFs (or purified myofibroblasts) in cardiac reprogramming in the future.

## Data Availability Statement

The original RNA-seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE167436).

## Ethics Statement

The animal study was reviewed and approved by the PKU Institutional Animal Care and Use Committee.

## Author Contributions

YZ, YL, and HZ conceived the project. HZ, CY, HW, JY, YY, and XY performed the experiments. YZ, XX, and QS conducted the bioinformatics analyses. YZ and YL supervised this project. HZ and YZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

YZ was employed by Plastech Pharmaceutical Technology Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Sall4 and Myocd Empower Direct Cardiac Reprogramming From Adult Cardiac Fibroblasts After Injury
**Source:** Front Cell Dev Biol. 2021 Feb 26;9:608367. doi: 10.3389/fcell.2021.608367

Suppl. Fig. 1

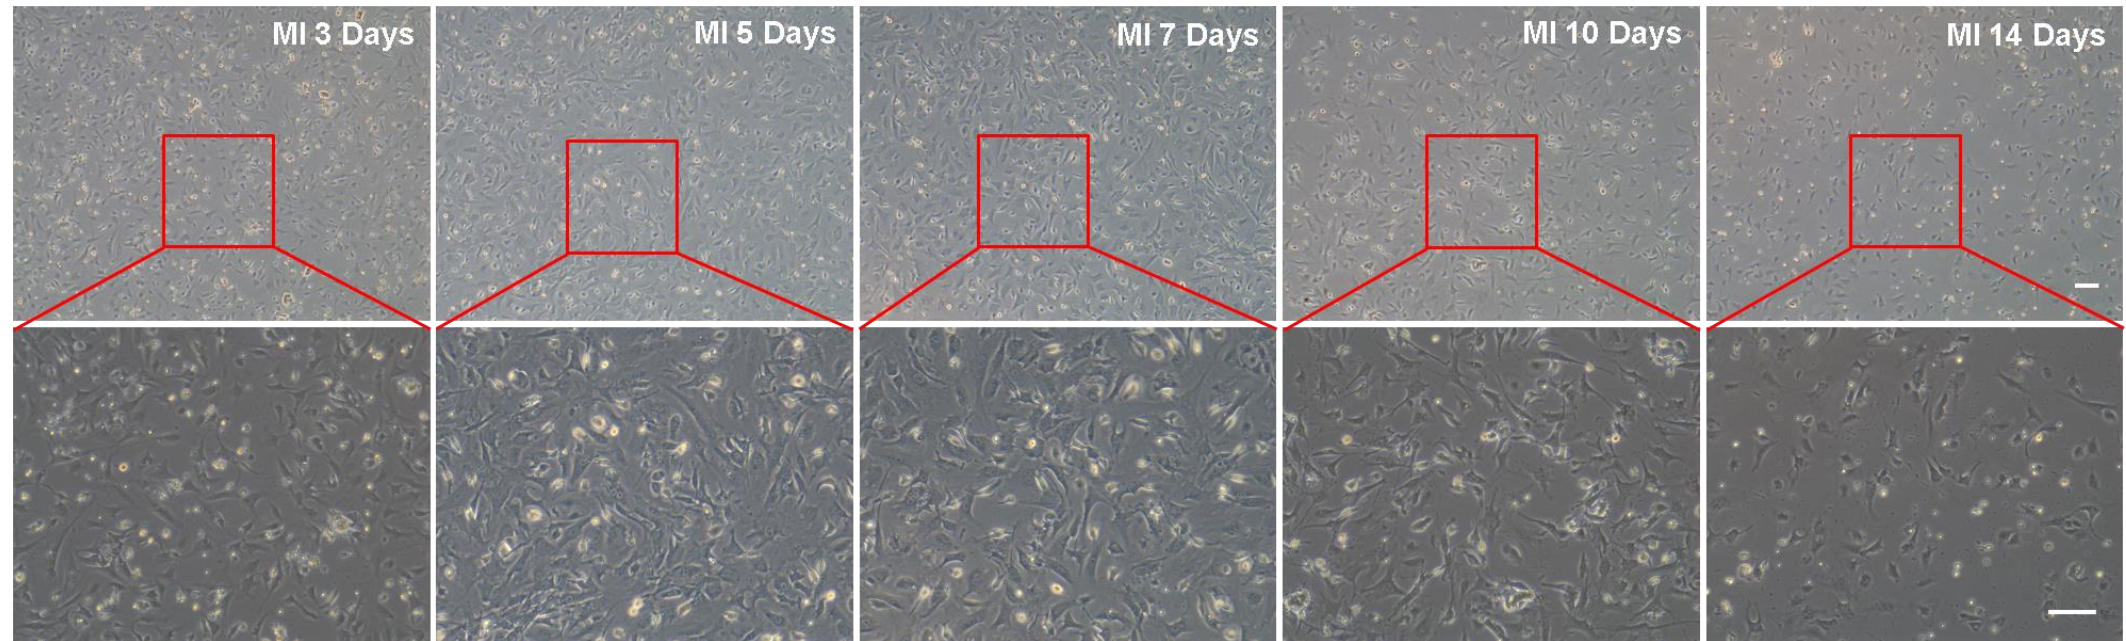

Suppl. Fig. 2A

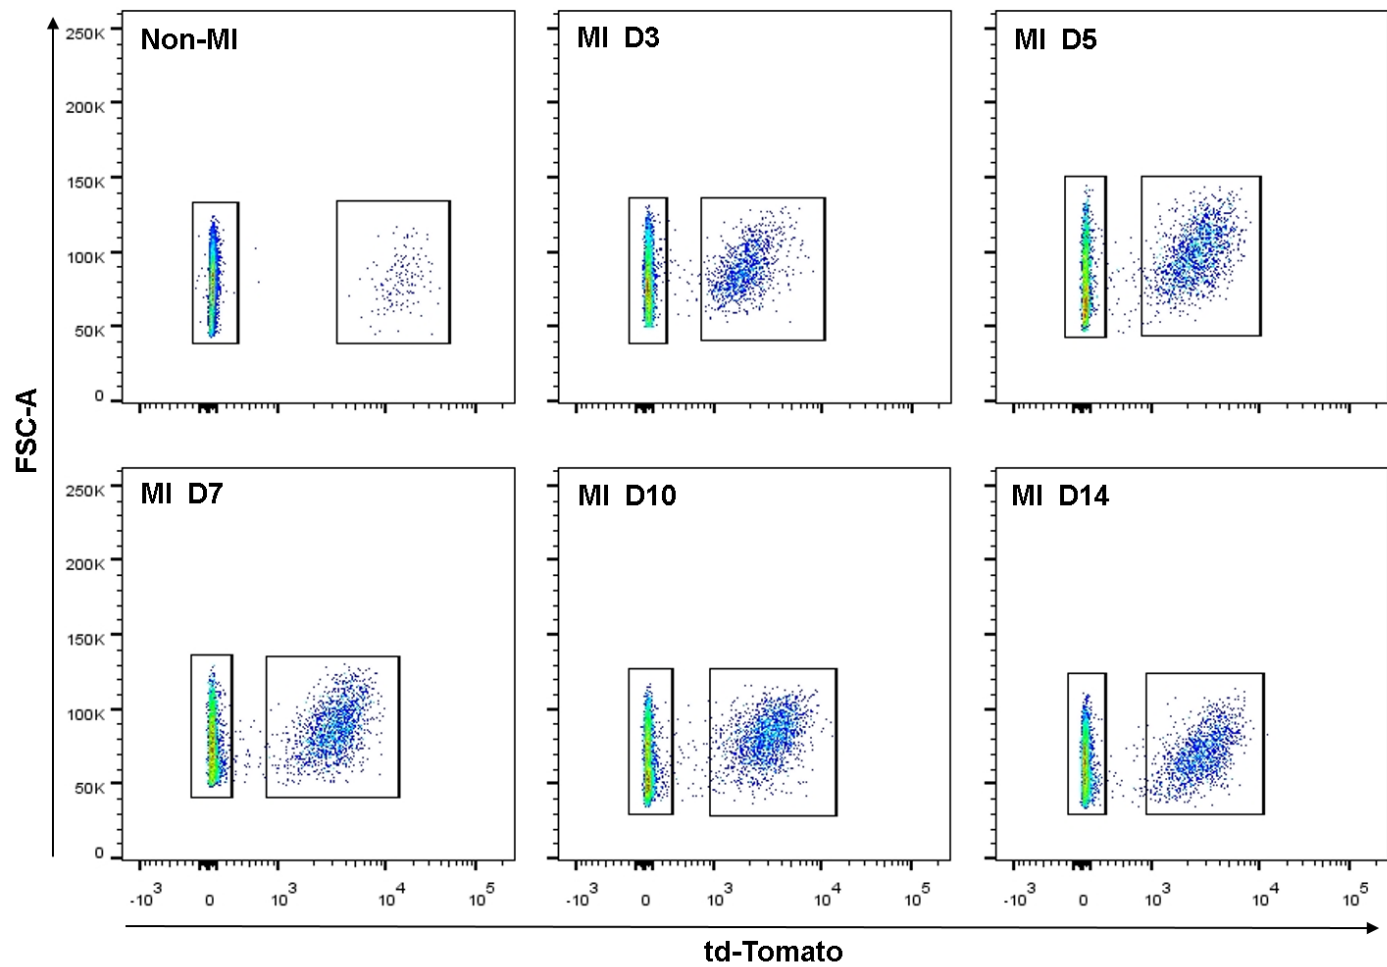

Suppl. Fig. 2B

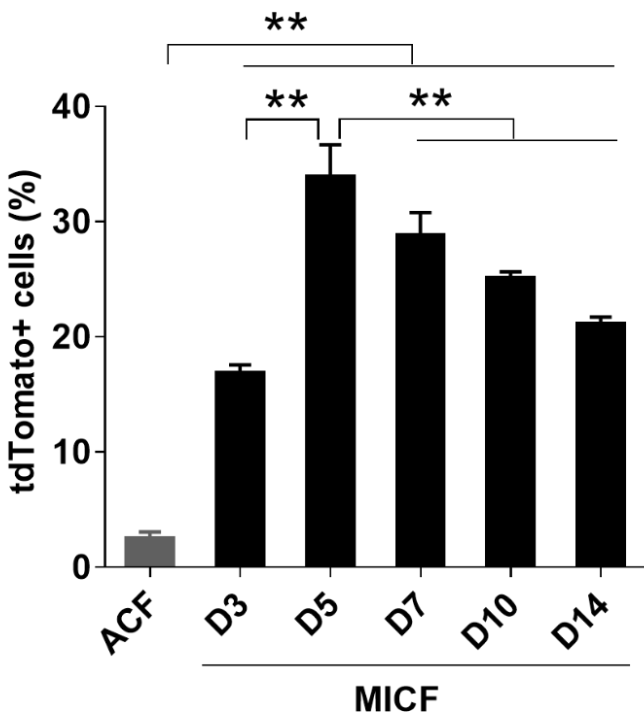

Suppl. Fig. 3A

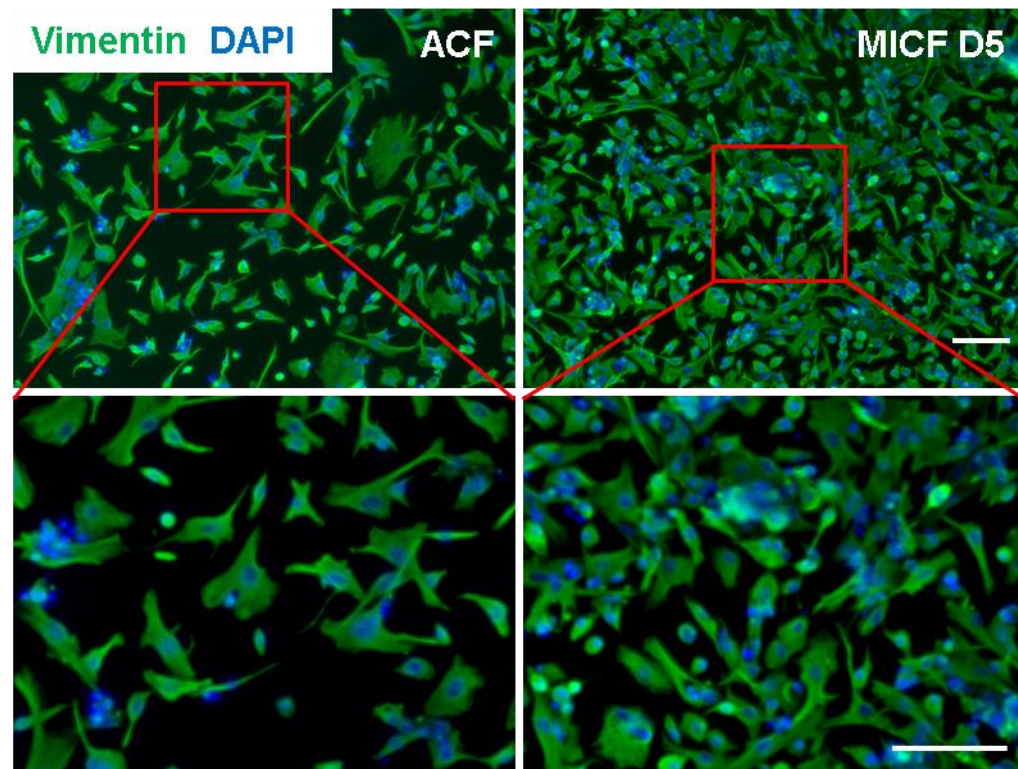

Suppl. Fig. 3B

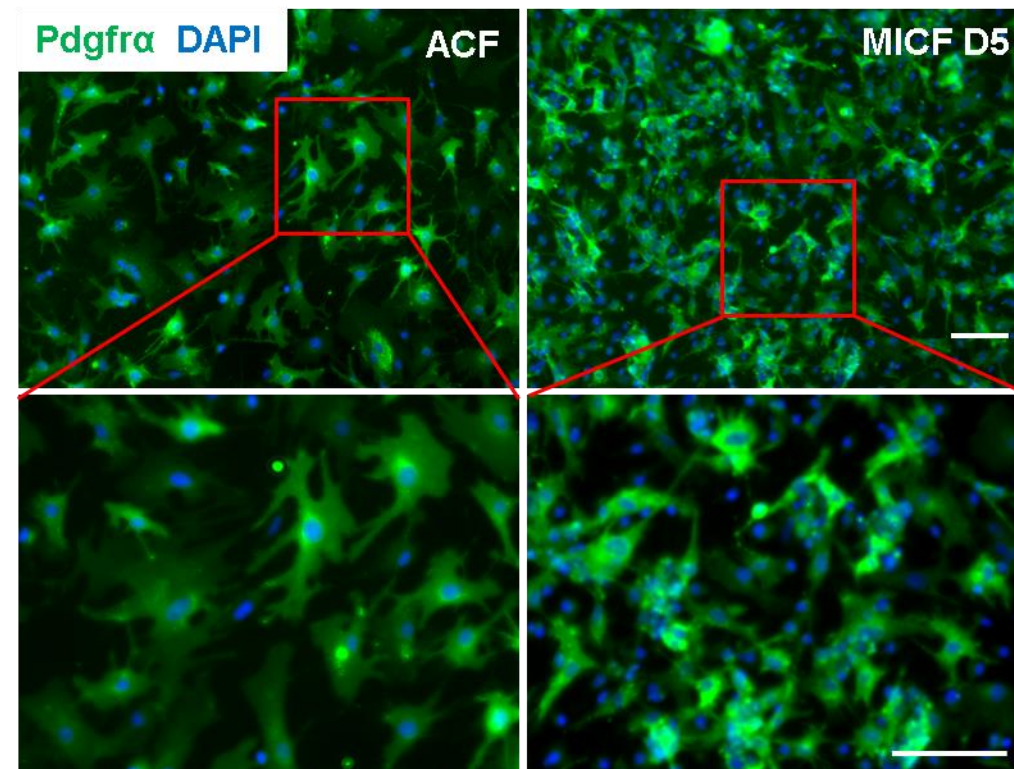

Suppl. Fig. 4A

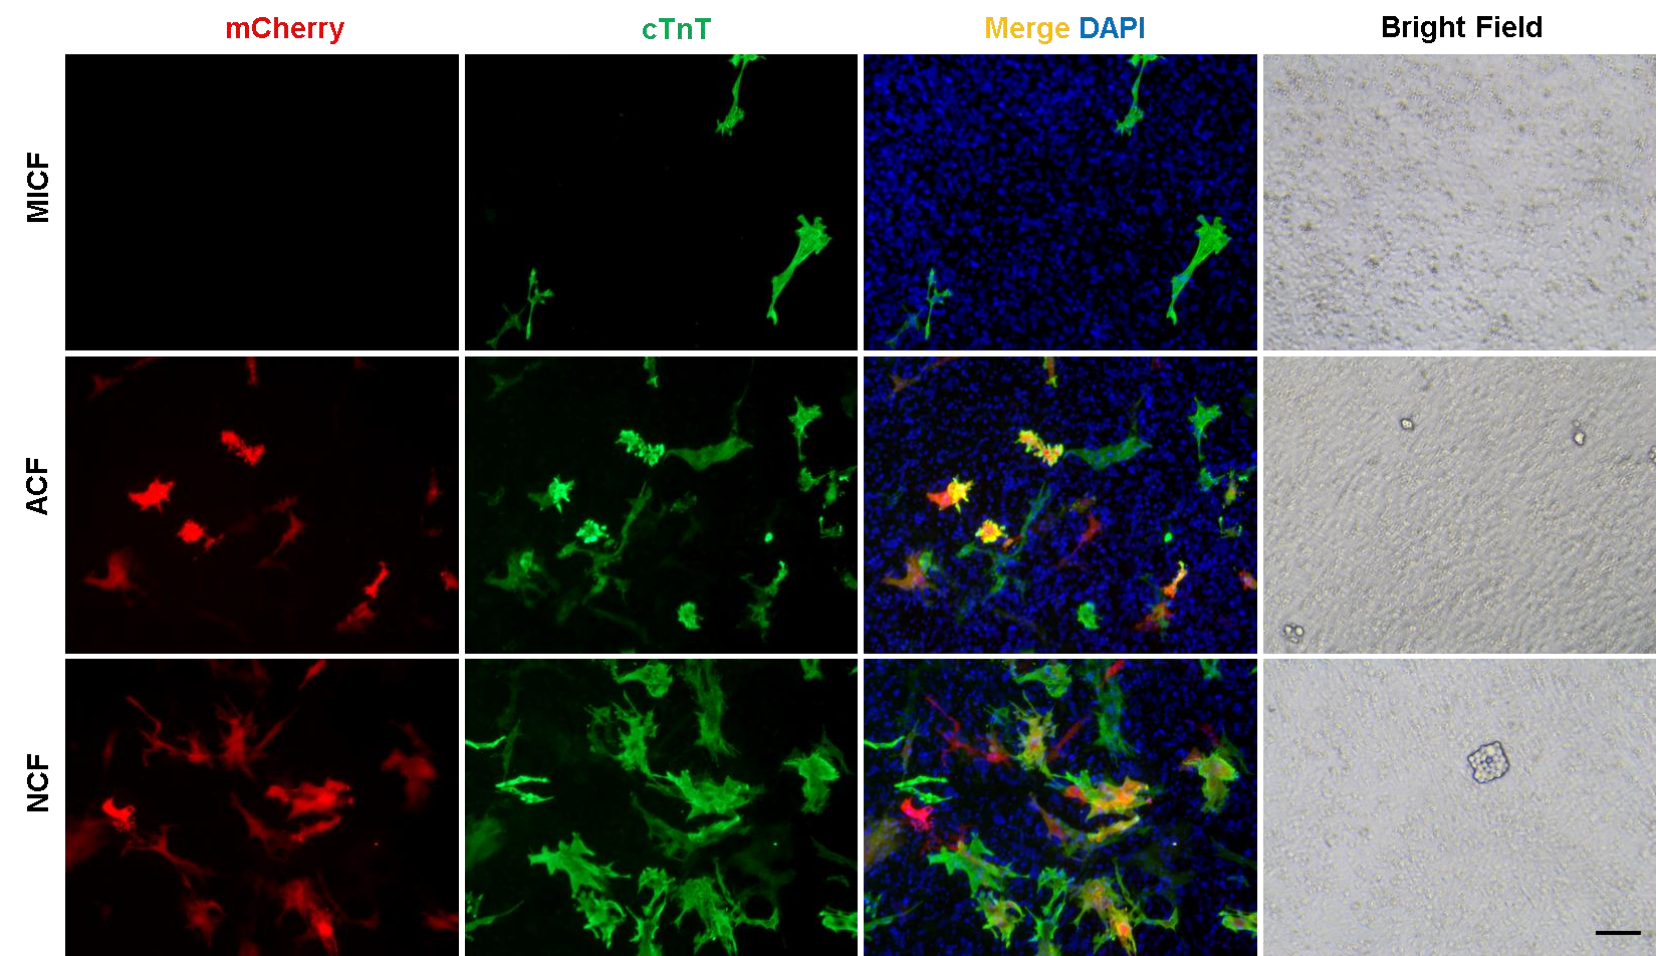

Suppl. Fig. 4B

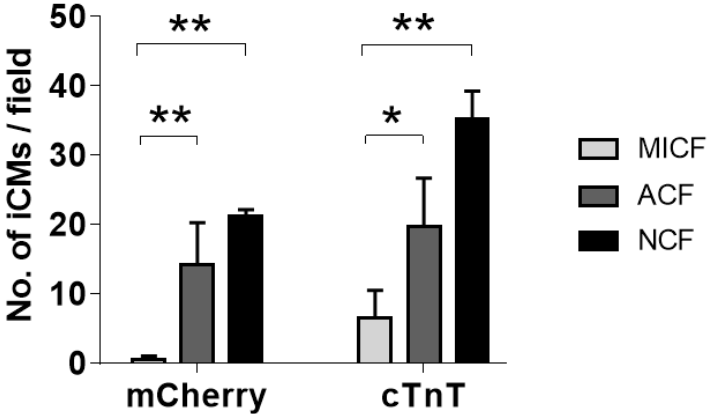

Suppl. Fig. 5

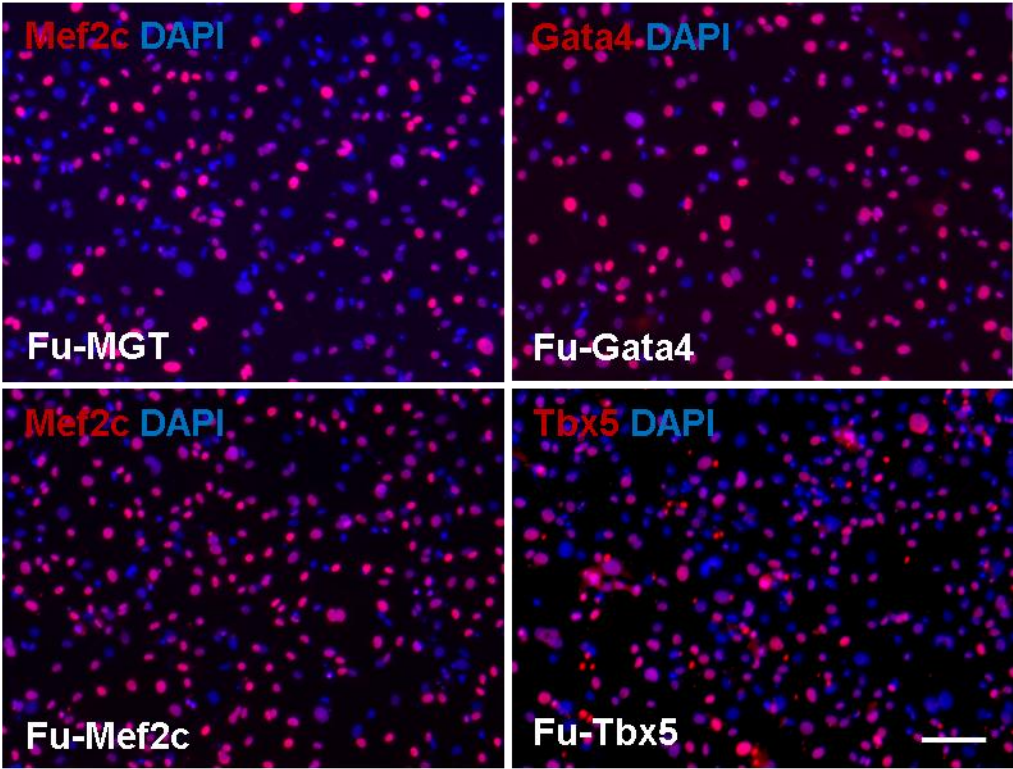

Suppl. Fig. 6A

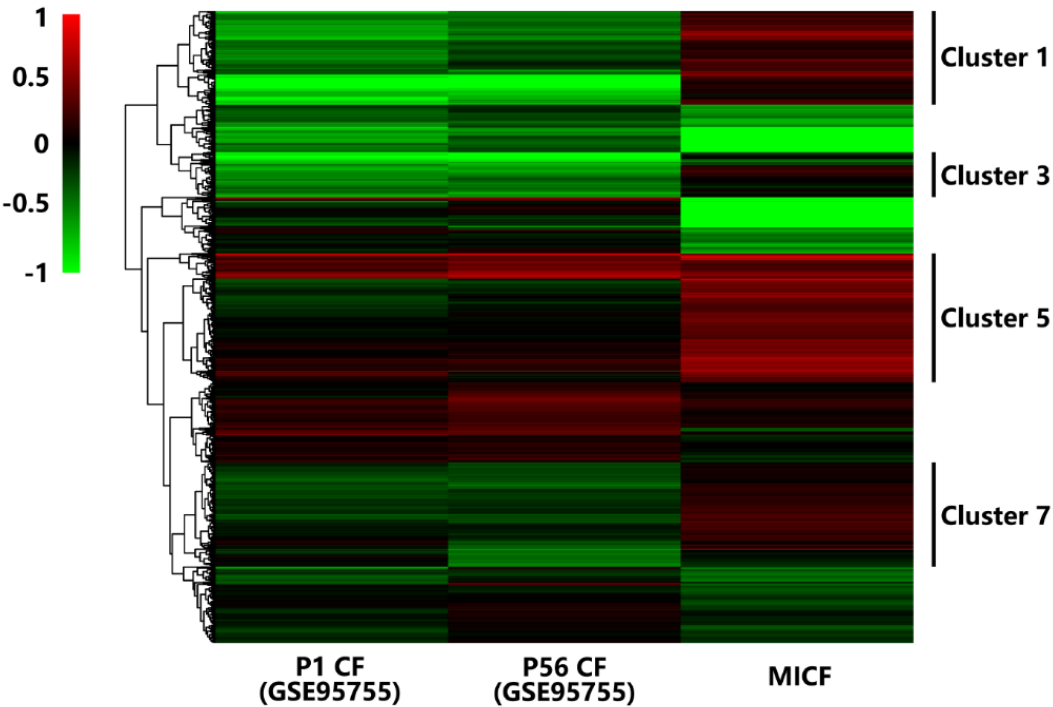

Suppl. Fig. 6B

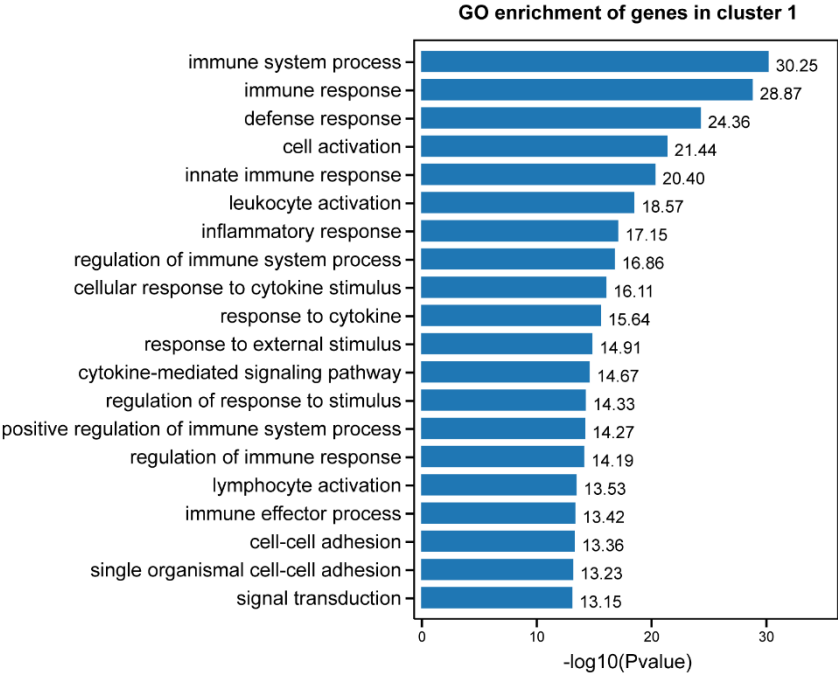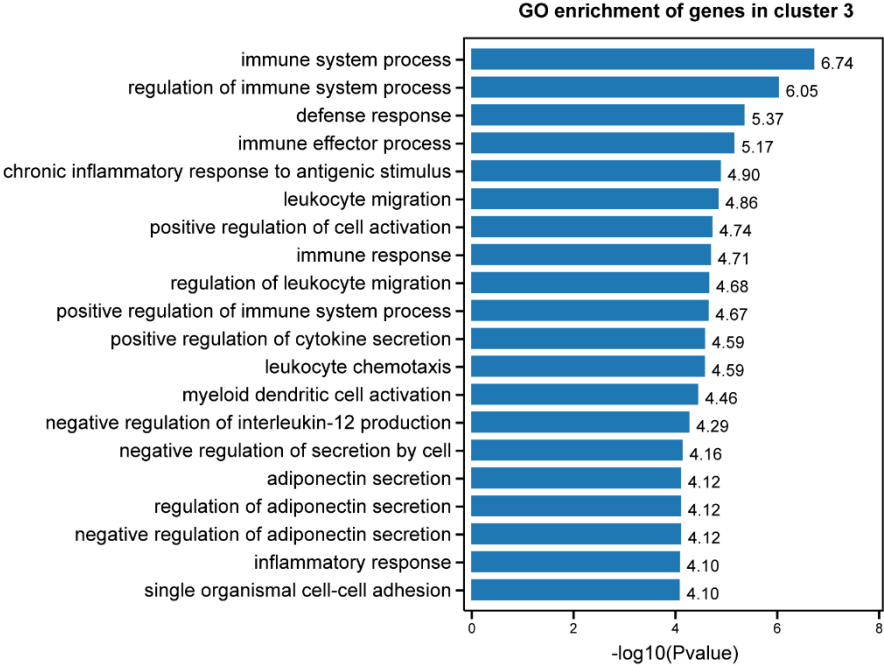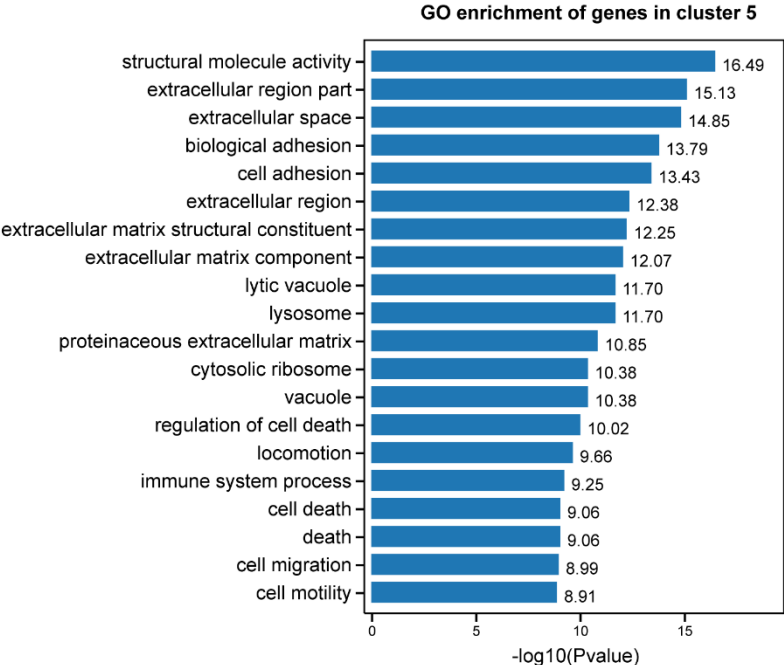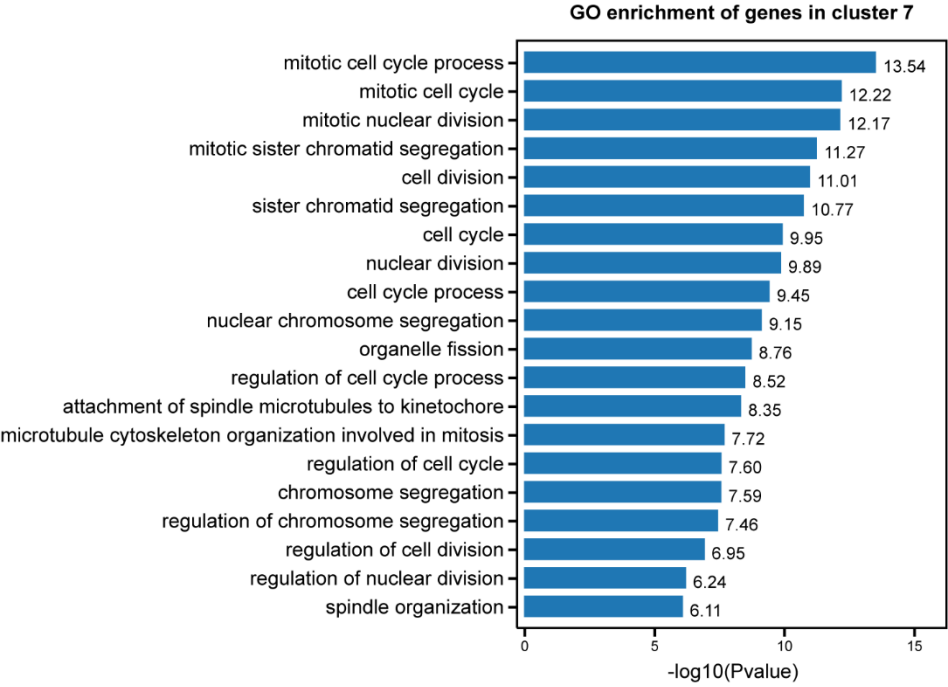

Suppl. Fig. 7

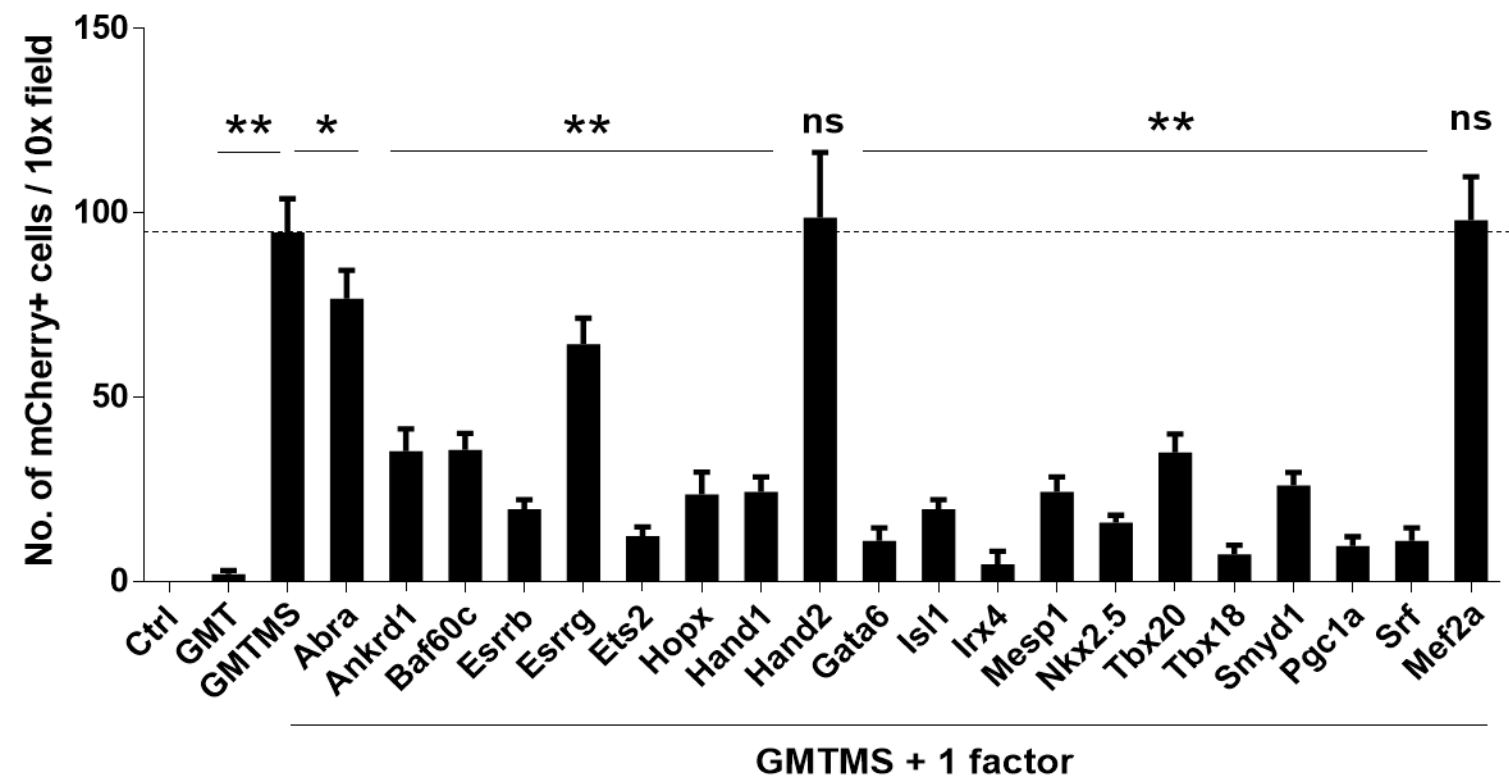

Suppl. Fig. 8A

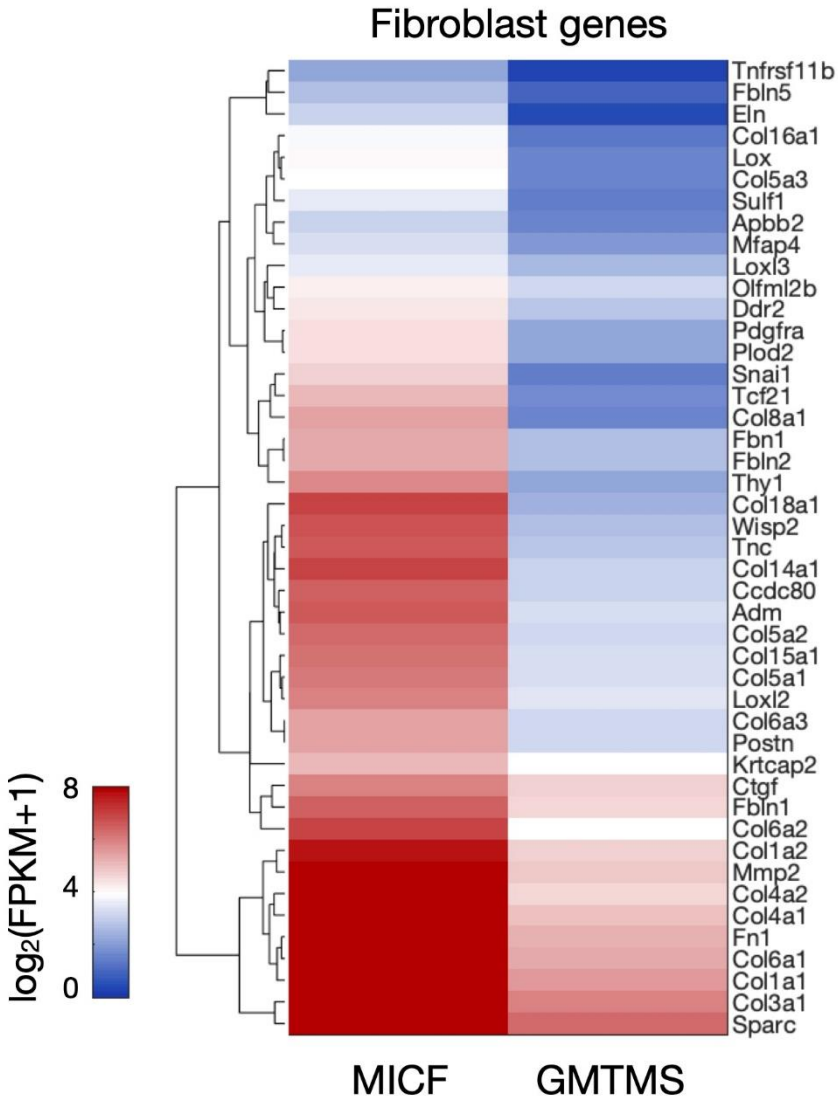

Suppl. Fig. 8B

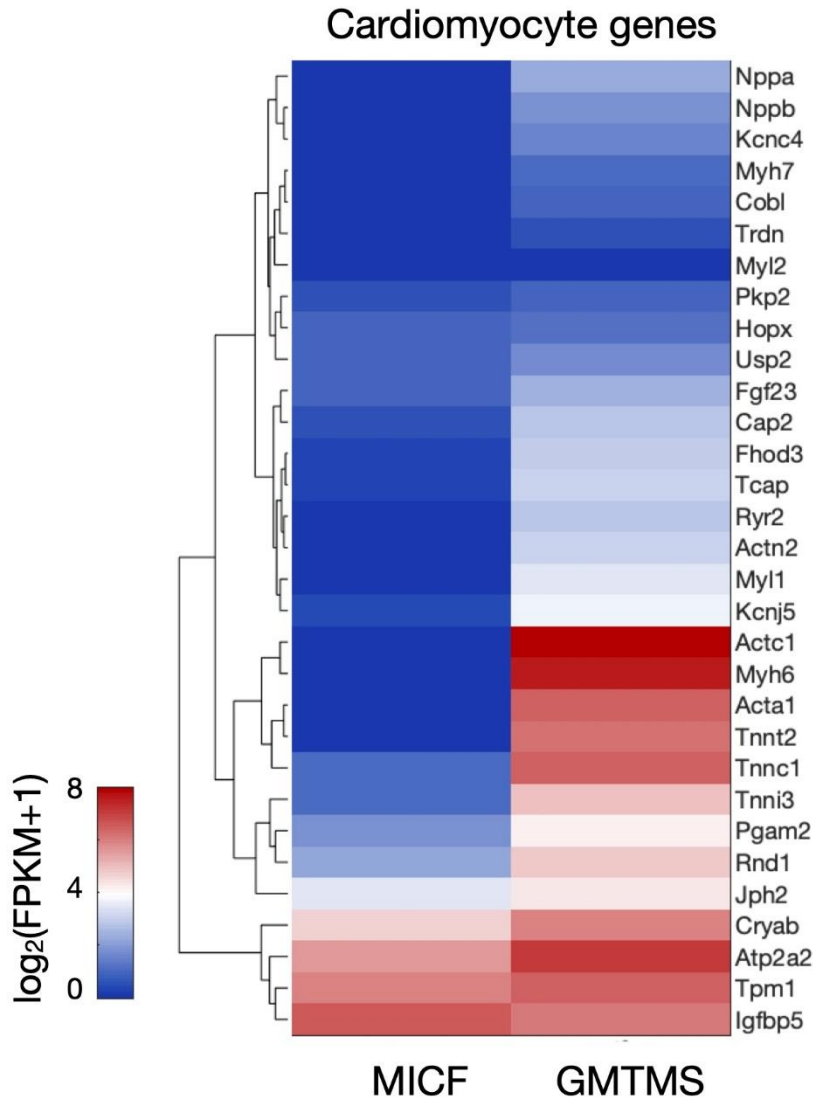

Suppl. Fig. 9A

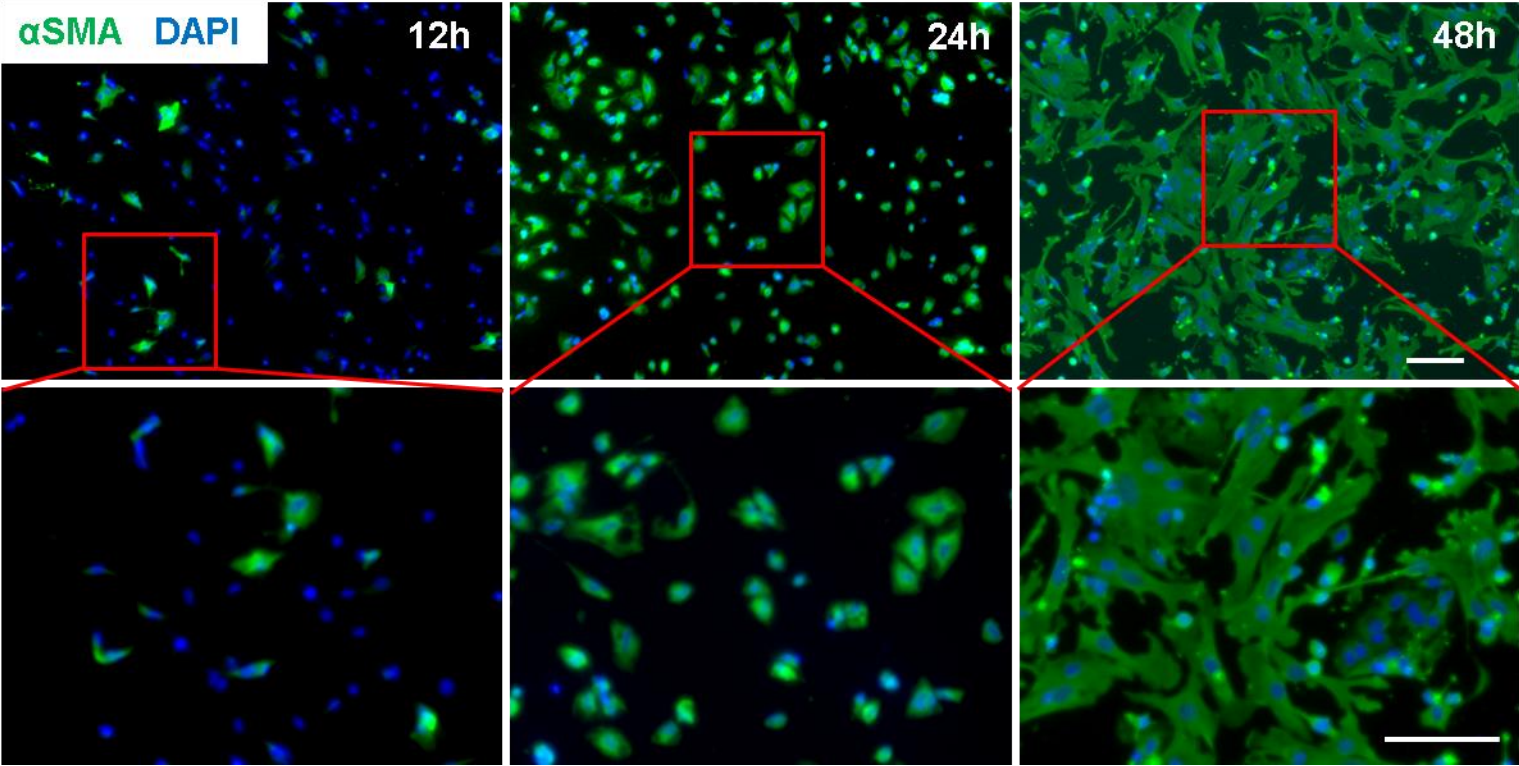

Suppl. Fig. 9B

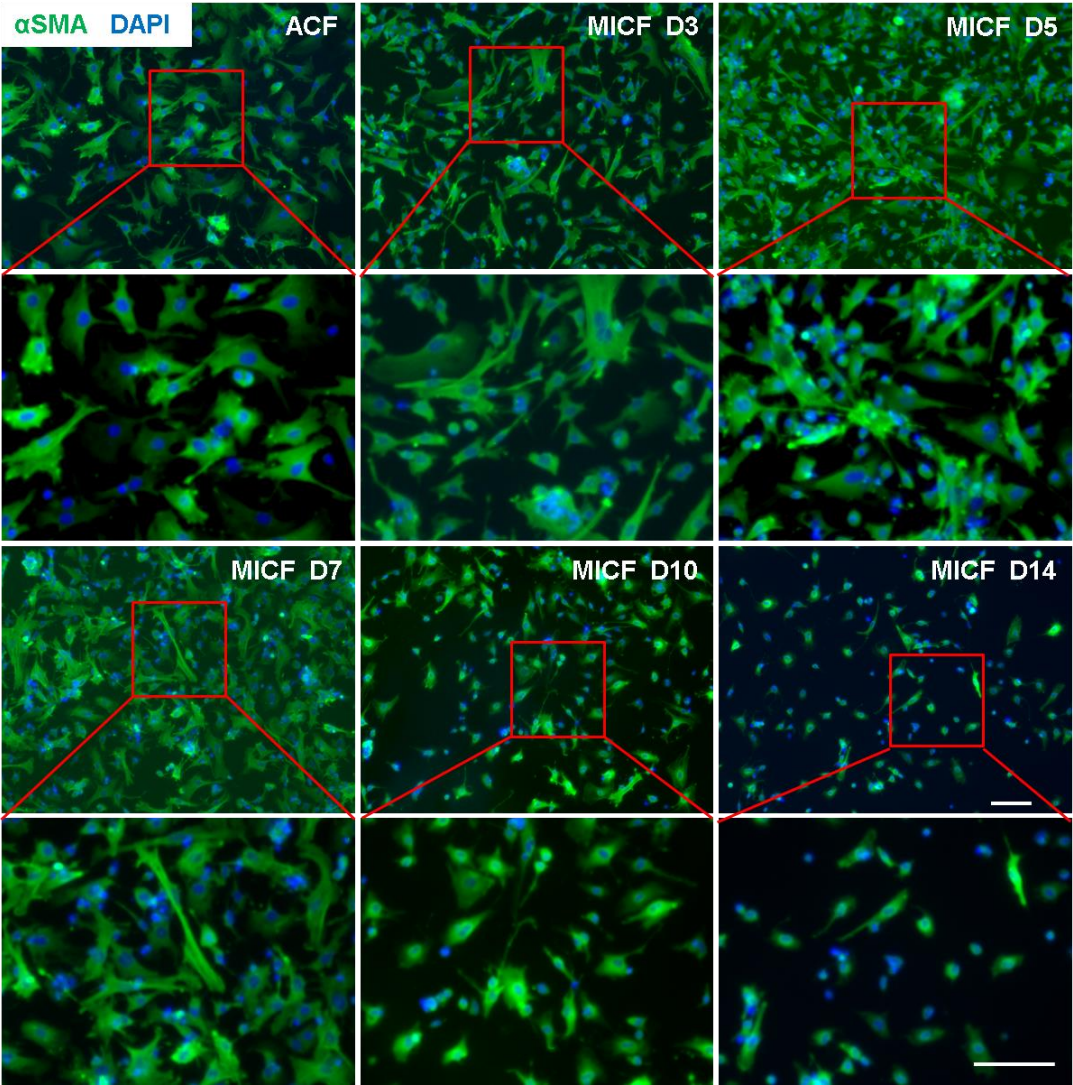

Suppl. Fig. 9C

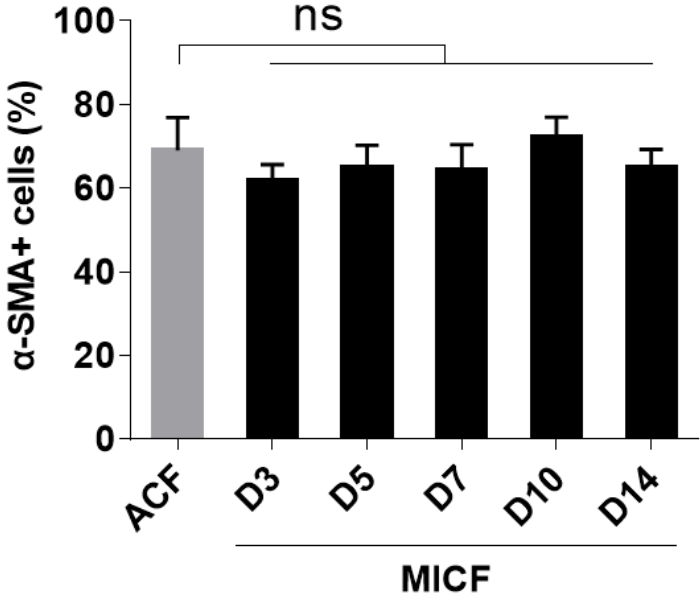

**Supplement:** Supplementary Figure 1 — Quantity and morphology of MICFs isolated from mice with MI surgery for 3, 5, 7, 10, and 14 days. MICFs without passaging (P0), 48 h post seeding. Scale bars: 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

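RNA-seq was available for 3 mouse libraries, 1 per condition: MICFs in culture for 4 weeks without virus, and mCherry-sorted iCMs of the GMTMS and GMTMM cocktails, each a mixture of 5 sorted samples. The authors deposited the count of each gene, without normalization, and the FPKM of each gene. The aligner, the counting tool and the handling of strand and of reads with several matches are not named in the paper's text. The gene identifiers and coordinates are those of the GRCm38 assembly. The FPKM that the authors deposited were recomputed from the counts and gene lengths, and their library size equalled the DESeq2 size factor times the geometric mean of the library totals, the same for every gene of a library (14389264 for MICFs, 9287868 for GMTMS and 11680913 for GMTMM). The library totals were 11861773, 10624118 and 11904484 counts, and the 10 most abundant genes took 7.98%, 10.2% and 7.33% of them.

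The library column of MICFs carries an abbreviation for cardiac myofibroblasts, and it was matched to the MICF sample because the other columns name the cocktails. The labels were kept as given although Sall4 was counted and Mesp1 was not in the library labelled GMTMM.

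The main scale was the paper's: FPKM, quantile-normalized over the 3 libraries with tied values averaged, then log2 with a pseudocount of 1. A gene was taken as higher or lower when the difference was over 1, the paper's filter for clustering. No p-value across replicates can be computed. The median difference of a gene list that the paper does not display for these libraries was set against 10000 random lists of the same size, each gene drawn among the 100 genes on either side in mean expression, and a bootstrap over the list's genes gave a 95% interval. Folds are ratios of FPKM with Clopper-Pearson 95% intervals on the counts, and 3 counts were the floor. These intervals cover counting error only. The lists were cardiomyocyte and fibroblast genes (Supplementary Figure 8), the genes labelled in Figure 5A, the genes of Figure 4A and Figure 4B, the delivered factors, and lists written from general knowledge before the data were examined (contraction, macrophage, endothelial, smooth muscle, skeletal muscle, atrial, ventricular, proliferation, interferon, pluripotency and epicardial genes). The genes named in the text are those the paper names, those of the lists, and the 10 genes with the largest and the 10 with the smallest difference between GMTMS and MICFs among genes with over 10 counts in the higher library. Y-linked genes, Xist and Gapdh were chosen after their values were seen.

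The alternatives were log2 before quantile normalization, no quantile normalization, a pseudocount of 0.1, genes with FPKM of at least 1 in at least 1 library (13919 genes), protein-coding genes only (22046 genes), TMM log2 CPM of edgeR with a prior count of 2, counts divided by DESeq2 size factors, counts thinned to the smallest library total, Fisher's exact test, edgeR's exact test with assumed coefficients of variation of 0.2 and 0.4, a difference over 2, the top 200 and top 1000 genes, and Spearman's correlation. A value without a test was taken as moved when it left the interval of the main value, and a count of genes when it changed by over 1.5 times. Values read from Figure 5B by eye were compared with a reading error of 0.2, chosen after the values had been seen. Without it, values near 0 such as those of Actc1 and Myh6 in MICFs would pass the 1.5 times limit.

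The steps were tested on simulated data, with 200 genes changed 4-fold among 54532 genes. A difference over 1 recovered 93.5% of them, Fisher's exact test 99.0%, and edgeR's exact test 86.0% with a coefficient of 0.2 and 0% with a coefficient of 0.4. Shared sequence was measured on GENCODE M21 as exon bases that lie in exons of another gene and as 50-base words of the longest transcript found in another gene. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. Gene ontology, the principal component analysis with published samples, the comparison of MICFs with published fibroblasts and all qRT-PCR and imaging experiments were not analysed here.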

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

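The tests of explanations in this part were chosen after the results were seen, except those of gene length and of sequence shared by Mesp1. With 1 library per condition, no pattern has a replicate check.

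Sall4 was counted in a library whose cocktail does not contain it. It had 1060 counts in the library labelled GMTMM against 0 in MICFs, and Mesp1 had 0. Its FPKM there was 70.8% of that in GMTMS-iCMs (lower bound of the counting interval 65.1%). Reads carried over from the GMTMS library would bring every gene to at least that share. Of 38 genes with at most 3 counts in MICFs and at least 100 in GMTMS-iCMs, 24 (63.2%) lay below it by more than their counting error, with a median of 43.3%, which argues against carry-over as the source. Loss of Mesp1 reads to a similar or overlapping gene is argued against by the sequence, of which 100% is found in no other gene. A mislabelled sample and induction of the cell's own Sall4 in cells with silent Mesp1 cannot be told apart, because the 1060 counts of Sall4 and the 0 of Mesp1 are themselves the pattern and counts per gene do not separate delivered from own transcripts.

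Interferon genes, a list of 12 genes outside those the paper discusses, were higher in both transduced libraries than in MICFs. The list median was 1.89 for GMTMS-iCMs (bootstrap interval 1.59 to 4.05) and 1.67 for the library labelled GMTMM (1.26 to 3.94), both at percentile 100 among random lists. Cxcl10 had 44, 10253 and 6761 counts and Rsad2 446, 21652 and 10839 in MICFs, GMTMS-iCMs and the library labelled GMTMM. The lowest list median under any scaling was 1.66, so the scaling does not account for the pattern. Among lists matched on gene length as well as expression the percentile was 100, which argues against length. A larger share of macrophages is argued against as the whole source, because the macrophage list fell in the library labelled GMTMM (median -0.66, from -0.67 to -0.09 under the other scalings). In GMTMS-iCMs the macrophage list rose by 0.27, and by 1.06 with DESeq2's size factors, so a partial share stays open there. All 12 interferon genes had FPKM of at least 1 in MICFs, and none is in another list. MICFs received no virus, so viral delivery, the doxycycline of the iCM medium, sorting and the factors themselves are not separable in this design and remain open and untested.

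The atrial list of 8 genes had a median of 1.94 in GMTMS-iCMs and 1.58 in the library labelled GMTMM, both at percentile 100. The bootstrap intervals were wide, 0.0005 to 4.97 and 0.0 to 4.17. In 6 of the 8 genes a library had 3 counts or fewer. With those set at 3 counts the medians were 1.68 and 1.32, and with DESeq2's size factors they were 5.03 and 4.42. Of the 8 genes, 4 belong to another list (Myl7, Myl4, Nppa and the delivered Tbx5). The median of the other 4 was 0.0749, with genes moving both ways (Nr2f2 by -2.56 and Sln by 1.57), so atrial identity and a rise of shared contraction genes cannot be told apart with so few genes.

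Y-linked genes, chosen after their values were seen, were counted in both transduced libraries and not in MICFs. The sum of Ddx3y, Kdm5d, Uty and Eif2s3y was 1630 counts in GMTMS-iCMs, 1926 in the library labelled GMTMM and 0 in MICFs. Their X-linked copies (Ddx3x, Kdm5c, Kdm6a and Eif2s3x) had 11952 counts in MICFs, so reads of those copies did not reach the Y-linked genes there. Xist had 11855 counts in MICFs, 5279 in GMTMS-iCMs and 1618 in the library labelled GMTMM. Loss of Y-linked expression from male cells would leave Xist near 0 in MICFs, and the 11855 counts are consistent with MICFs from female mice. A difference in the sex of the animals is a candidate explanation, and its share in the other differences was not tested.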

How the results depend on the processing

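No paired analysis was possible because each condition has 1 library. The filters on every library were chosen after seeing the data, and the other alternatives are those named under the processing. The results of a comparison numbered 23, and of their 224 values under alternatives 135 stayed near the main value and 89 moved. Counts of genes have no sign, and the list medians and correlations among these results kept theirs. Among 446 values of 56 named gene differences, 294 stayed within counting error, 147 moved and 5 had the other sign. The reversals were Igfbp5 in GMTMS-iCMs against MICFs (0.0423 without quantile normalization and 0.0428 with DESeq2's size factors) and Tcf21 in the library labelled GMTMM against MICFs (0.18 without quantile normalization, 0.16 with TMM and 0.19 with DESeq2's size factors). Abundant genes were compared on the main scale and without quantile normalization only, not with TMM or DESeq2's size factors. Among the 1000 most expressed genes the median difference between GMTMS-iCMs and MICFs was -0.19 on the main scale and 0.43 without quantile normalization. For the library labelled GMTMM against MICFs it was -0.12 and 0.42. Over all expressed genes it lay between -0.10 and 0.13 in every comparison and scaling, and for the library labelled GMTMM against MICFs it moved from -0.08 on the main scale to 0.02 without quantile normalization and 0.03 with DESeq2's size factors.

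The numbers of changed genes depended on the setting. For GMTMS-iCMs against MICFs (main 1708 higher and 1485 lower), the library labelled GMTMM against MICFs (1156 and 708) and GMTMS-iCMs against it (1272 and 1550), higher and lower in turn, the values were as follows. A pseudocount of 0.1 gave 4138 and 4185, 3360 and 3194, 3711 and 3833. TMM gave 3586 and 4276, 3568 and 2652, 2943 and 4450. DESeq2's size factors gave 5138 and 4823, 3865 and 3324, 4515 and 4515. A difference over 2 gave 497 and 479, 329 and 63, 74 and 513. Fisher's exact test gave 2632 and 7880, 2827 and 6285, 3144 and 4747. edgeR's exact test with a coefficient of 0.4 gave 306 and 318, 183 and 11, 2 and 277. With a coefficient of 0.2 the moved values were 347 lower in the library labelled GMTMM and 362 higher in GMTMS-iCMs than in it. In simulated counts a coefficient of 0.4 recovered 0% of 4-fold changes, so these few calls reflect the assumed variation. Protein-coding genes only gave 443 lower in the library labelled GMTMM than in MICFs and 792 higher in GMTMS-iCMs than in it. Filters chosen after seeing the data gave 939 and 846 for FPKM of at least 1 in every library. The share of higher among changed genes, 53.5% for GMTMS-iCMs against MICFs, was 45.6% with TMM, 44.2% with edgeR's exact test at a coefficient of 0.2, 49.7% with a pseudocount of 0.1, 49.0% at a coefficient of 0.4 and 25.0% with Fisher's exact test on library totals, so which direction held more genes depended on the setting, and for the library labelled GMTMM it moved from 62.0% to 51.3% with a pseudocount of 0.1, 31.0% with Fisher's exact test, 73.9% and 94.3% with edgeR's exact test (coefficients of 0.2 and 0.4) and 83.9% with a difference over 2. Between both transduced libraries it moved from 45.1% to 18.2%, 0.717% and 12.6% with the last 3 of these.

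Genes varying by over 1 (main 4677) were 12153 with a pseudocount of 0.1, 11925 with TMM and 13976 with DESeq2's size factors. FPKM of at least 1 in every library, chosen after seeing the data, gave 2624.

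The cardiomyocyte median of GMTMS-iCMs against MICFs stayed between 2.11 and 4.37 and the fibroblast median between -3.05 and -2.45 under the 8 scalings and filters. GMTMS-iCMs against MICFs gave 3.62 with a pseudocount of 0.1, 3.43 with TMM and 4.37 with DESeq2's size factors. The library labelled GMTMM against MICFs gave 3.13, 3.20 and 3.53, in the same order. The fibroblast median of GMTMS-iCMs against MICFs was -2.45 without quantile normalization. For the library labelled GMTMM it was 0.52 without quantile normalization, 0.50 with TMM and 0.53 with DESeq2's size factors. Between both transduced libraries it was -3.26 with a pseudocount of 0.1, -3.58 with TMM and -3.54 with DESeq2's size factors. Cardiomyocyte genes not higher by over 1 were 3 with DESeq2's size factors and 5 with genes of FPKM at least 1. The top 200 genes held 10 cardiomyocyte and 10 contraction genes.

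Correlations for GMTMS-iCMs with MICFs, the library labelled GMTMM with MICFs and both transduced libraries were 0.66, 0.83 and 0.78 without quantile normalization, 0.74, 0.83 and 0.80 with a pseudocount of 0.1, 0.84, 0.91 and 0.89 with TMM, 0.84, 0.90 and 0.89 with DESeq2's size factors, 0.82, 0.90 and 0.87 over all genes with FPKM of at least 1, and 0.56, 0.79 and 0.68 with Spearman's coefficient. With protein-coding genes only, the correlations of MICFs were 0.58 and 0.80. Under each scaling or filter the genes varying by over 1 were chosen anew, so these values rest on different genes. Spearman's coefficient used the genes of the main scale. The difference of Sall4 between the library labelled GMTMM and MICFs was 7.29 with a pseudocount of 0.1, 9.07 with TMM and 10.02 with DESeq2's size factors. Lists outside those the paper discusses with a median difference from MICFs over 1 and a percentile over 97.5 numbered 4 with a pseudocount of 0.1, 5 with TMM and 5 with DESeq2's size factors, against 2 (atrial and interferon genes) on the main scale. With DESeq2's size factors the pseudocount of 1 was added to counts, while the deposited FPKM carry the same factors. For GMTMS-iCMs against MICFs those FPKM, without quantile normalization, gave a cardiomyocyte median of 2.11 against 4.37. They gave 1862 genes higher and 1488 lower against 5138 and 4823, so the factors themselves do not account for these shifts. Apart from this and from the filters and the tests, whose own construction changes the genes that can pass, the cause was not tested.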

Differences from the paper's values

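The paper gives 2620 genes that varied by over 1 among the 3 samples, and 4677 genes did so here. The paper's 2620 also equals the sum of its 1318 up-regulated and 1302 down-regulated genes in GMTMS-induced iCMs, and that sum here was 3193, within 1.5 times. Of the alternatives set before the data were examined, protein-coding genes only gave 3394, within 1.5 times the paper's value. The others did not close the gap: 4662 with log2 before quantile normalization, 4779 without quantile normalization, 12153 with a pseudocount of 0.1, 4640 for genes with FPKM of at least 1 in at least 1 library, 11925 with TMM, 13976 with DESeq2's size factors and 4730 with thinned counts. A filter chosen after seeing the values, FPKM of at least 1 in every library, gave 2624. The same filter gave 939 genes higher and 846 lower in GMTMS-iCMs than in MICFs.

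For these directions the paper gives 1318 and 1302 genes, and the values here were 1708 and 1485, within 1.5 times. Protein-coding genes only gave 1218 and 1141. edgeR's exact test with an assumed coefficient of variation of 0.2 gave 1300 and 1643. A filter chosen after seeing the values, FPKM above 0 in every library, gave 1377 and 1308, and 3923 varying genes.

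In Figure 4B, measured by qRT-PCR, fibroblast genes such as Postn and Col1a1 are lower in GMTMM-induced cells than in MICFs. Here Postn was higher by 1.06 and Col1a1 by 0.74 in the library labelled GMTMM, whose factors are at odds with its label. In Figure 4A, also by qRT-PCR, Gja1 is lower in GMTMS-induced cells than in MICFs, and here it was higher by 1.30. The paper states that GMTMS raised a panel of cardiac genes above GMTMM. Here the 12 genes of Figure 4A had a median difference of 0.89 between GMTMS-iCMs and the library labelled GMTMM. Its bootstrap interval over the 12 genes, -0.02 to 1.33, includes 0. That interval describes how far the genes differ from each other and does not test whether the panel is higher. Of the 12 genes, 9 were higher in GMTMS-iCMs and 6 by over 1. The 31 cardiomyocyte genes of Supplementary Figure 8 had a median of 0.51 (0.04 to 0.89). The 12 of these 31 genes that are in no other list had a median of -0.28. Of the 12 genes of Figure 4A, Myl2 (-0.08), Tpm1 (-0.25) and Nppa (-0.27) were lower in GMTMS-iCMs. Myl2 had at most 3 counts in both libraries, and the counting interval of the fold of Nppa, whose counts are uncertain, spans 1 (0.863 to 2.24). The paper states that Myh11 was extremely low at each stage, from qRT-PCR of GMTMS-infected MICFs over an early time course (Figure 4D). Here Myh11 had FPKM of 17.1 in MICFs, 70.1 in GMTMS-iCMs and 51.0 in the library labelled GMTMM. These are sorted iCMs and MICFs without virus at 4 weeks, on another scale, so the values do not test that statement.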

Other observations

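The tests in this part were chosen after the results were seen, except that of sequence shared by Gapdh, Tagln and S100a4.

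Macrophage genes were abundant in all 3 libraries. The median FPKM of the 14 genes was 352 in MICFs, 872 in GMTMS-iCMs and 383 in the library labelled GMTMM, and Lyz2 had 116179, 138765 and 84477 counts. No gene of the list is in another list, and all 14 had FPKM of at least 1 in MICFs, as did all 10 endothelial genes. In GMTMS-iCMs the endothelial list had a median difference from MICFs of -4.48 and the macrophage list of 0.27, a gap of 4.75. For the library labelled GMTMM the gap was 0.0905. RNA carried over from the other cells of the culture and macrophages among the sorted cells cannot be told apart in either library, because the make-up of the transduced cultures was not measured and the median FPKM of 872 in GMTMS-iCMs is itself the pattern. Expression of these genes by iCMs themselves was not tested.

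The library labelled GMTMM kept its fibroblast genes (median difference from MICFs 0.19, and up to 0.53 under the other scalings), while GMTMS-iCMs lost theirs. A plain mixture of cells like those of the MICF and GMTMS libraries would lower these genes by its share of GMTMS RNA. That share, read from the 38 genes with at most 3 counts in MICFs and at least 100 in GMTMS-iCMs, was 43.3% (bootstrap interval over the genes 37.5% to 52.0%). A mixture computed at the lower bound had a fibroblast median of -0.76 (-0.81 to -0.68), and without quantile normalization -0.53 against 0.52 in the library, which argues against it. Differences between cultures were not measured, with 1 library each. Of 10744 genes with at least 100 counts in 1 library, 331 lay above or below both others by over 1, which is given as a value only. Fgf23 had 23, 72 and 1080 counts and Rnd1 162, 819 and 5576 in MICFs, GMTMS-iCMs and the library labelled GMTMM. Less complete sorting, another cell population or the cocktail remain open and were not tested.

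Mki67 had 665 counts in MICFs, 3165 in GMTMS-iCMs and 1432 in the library labelled GMTMM. More dividing cells would raise the other proliferation genes too. The median of the other 11 was -0.37 in GMTMS-iCMs (bootstrap interval below 0, -0.89 to -0.19), with 10 of them lower, which argues against that explanation there. In the library labelled GMTMM 8 of the 11 were lower, with a median of -0.04, which decides nothing. The test was narrowed to GMTMS-iCMs after its first form, all 11 genes lower in both libraries, had not been met. What raises Mki67 was not tested.

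Gapdh, Tagln and S100a4 had few counts in all 3 libraries. Gapdh had 89, 74 and 126 counts, Tagln 26, 26 and 49 and S100a4 14, 1 and 27. Reads lost to similar or overlapping genes could lower them. Of the exon bases of Tagln, 67.9% lie in exons of another gene, and 56.4% of the 50-base words of S100a4 are shared, but only 27.8% of those of Gapdh, so loss of reads cannot be told apart from low expression for the 3 genes together. S100a4 is the paper's Fsp1.

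The remaining lists were endothelial genes, which fell in GMTMS-iCMs (median -4.48) and less in the library labelled GMTMM (-0.75), smooth muscle genes (0.06 and 0.56), skeletal muscle genes (0.00 and 0.03), ventricular genes (0.04 and 0.26), pluripotency genes (0.00 in both), epicardial genes (-0.11 and 0.63) and proliferation genes (-0.35 and -0.03). In 13 of the 17 skeletal muscle, 4 of the 6 ventricular and all 10 pluripotency genes, MICFs or GMTMS-iCMs had 3 counts or fewer. Both of these libraries had 3 counts or fewer in 9, 2 and 9 genes, in the same order. In GMTMS-iCMs the skeletal muscle and pluripotency medians near 0 thus reflect mostly genes hardly counted in either library. The ventricular list was mixed: Myl3 (0 and 54 counts) rose by 2.04 and Myh7 (0 and 83) by 1.09, and 2 genes were below 0. Among skeletal muscle genes 4 rose by over 1 and none fell by over 1. With genes of FPKM at least 1 in at least 1 library, the skeletal muscle medians were 3.25 and 2.08. The ventricular medians reached 1.08 with that filter in GMTMS-iCMs and 1.76 with DESeq2's size factors in the library labelled GMTMM. With DESeq2's size factors the epicardial medians were -1.53 and 1.90. The proliferation median in GMTMS-iCMs was -0.82 with TMM. The contraction list rose by 2.02 and 0.93, the genes labelled in Figure 5A had medians of -2.48 and 0.51, those of Figure 4A 2.56 and 1.66, and those of Figure 4B -2.33 and 0.54.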
